# Transformation of the Transcriptomic Profile of Mouse Periocular Mesenchyme During Formation of the Embryonic Cornea

**DOI:** 10.1167/iovs.18-26018

**Published:** 2019-02

**Authors:** Justin Ma, Peter Lwigale

**Keywords:** periocular neural crest, corneal development, corneal stroma, corneal endothelial cells, corneal epithelium

## Abstract

**Purpose:**

Defects in neural crest development are a major contributing factor in corneal dysgenesis, but little is known about the genetic landscape during corneal development. The purpose of this study was to provide a detailed transcriptome profile and evaluate changes in gene expression during mouse corneal development.

**Methods:**

RNA sequencing was used to uncover the transcriptomic profile of periocular mesenchyme (pNC) isolated at embryonic day (E) 10.5 and corneas isolated at E14.5 and E16.5. The spatiotemporal expression of several differentially expressed genes was validated by in situ hybridization.

**Results:**

Analysis of the whole-transcriptome profile between pNC and embryonic corneas identified 3815 unique differentially expressed genes. Pathway analysis revealed an enrichment of differentially expressed genes involved in signal transduction (retinoic acid, transforming growth factor-β, and Wnt pathways) and transcriptional regulation.

**Conclusions:**

Our analyses, for the first time, identify a large number of differentially expressed genes during progressive stages of mouse corneal development. Our data provide a comprehensive transcriptomic profile of the developing cornea. Combined, these data serve as a valuable resource for the identification of novel regulatory networks crucial for the advancement of studies in congenital defects, stem cell therapy, bioengineering, and adult corneal diseases.

Corneal development is a complex morphogenetic process that involves coordinated development of three distinct cellular layers, namely the epithelium, stroma, and endothelium, into a transparent tissue essential for vision. The formation of these distinct layers is interdependent and also governed by inductive signals from the surrounding ocular tissues that ensure proper cell migration, proliferation, and differentiation.^1^,^2^ The epithelium is derived from the ocular surface ectoderm, whereas the stromal keratocytes and endothelium are generated from the periocular mesenchyme that largely consists of a multipotent embryonic cell population, the neural crest.^3^–^5^ Four major events occur during mouse corneal development: (1) migration of periocular neural crest cells (pNC) into the presumptive corneal region, (2) differentiation of pNC into keratocytes and endothelium, (3) synthesis of stromal extracellular matrix (ECM) and formation of tight junctions and active pump function in the endothelium, and (4) maturation of the surface ectoderm into stratified corneal epithelium.^3^,^5^–^7^ Misregulation of the molecular cues that promote these events results in various forms of anterior segment dysgenesis.^8^–^10^

Major signaling pathways including retinoic acid (RA), transforming growth factor beta (TGFβ), and Wnt play critical roles during corneal development. RA is secreted by the optic cup and epithelium into the periocular mesenchyme, where it induces Foxc1 and Pitx2.^11^ This leads to activation of downstream effectors, such as Tfap2B and vascular endothelial growth factor, that are required for regulating cell fate and establishing angiogenic privilege.^12^,^13^ Mutations in the RA pathway leads to congenital anterior dysgenesis linked to Axenfeld-Rieger syndrome or Peters anomaly, characterized by corneal opacity and glaucoma.^14^,^15^ TGFβ is expressed by the lens epithelium,^16^ and it is required for pNC migration and differentiation into corneal endothelium.^16^–^18^ Although it is hypothesized that the maturation of corneal layers is interdependent, the effect of RA and TGFβ on epithelial maturation is not well studied. The Wnt and Notch signaling pathways are localized in the corneal epithelium where they regulate cell proliferation and stratification.^19^,^20^ Cross-talk between these signaling pathways regulates the expression of transcription factors, which play critical roles in imparting cellular identity and function,^21^ but the mechanisms involved are not well understood.

In this study, we used high-throughput RNA sequencing (RNA-Seq) to establish a transcriptome profile and analyze the changes in gene expression during mouse corneal development. We analyzed the downstream targets of RA, TGFβ, and Wnt signaling pathways and examined their combined effect on genes involved in modulating key processes, including ECM homeostasis, cell junctions, cell cycle, and neural vascular patterning. Our transcriptome data provide the first progressive expression signature that profiles the genetic landscape of the developing cornea. These findings increase our understanding of the fundamental molecular mechanisms that direct corneal development. In addition, this study identifies several novel genes that may play critical roles during corneal development, which may serve as potential targets for stem cell studies, bioengineering, and advancement of new corneal therapies.

## Materials and Methods

### Animals

Only wild-type C57/B6 mouse embryos were used for this study. All animal procedures were performed in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee at Rice University. Timed pregnant mice were obtained from Jackson Laboratory, and embryos were collected at embryonic day (E) 10.5, E14.5, and E16.5 for tissue isolation and histology.

### Dissection of Periocular Mesenchyme and Embryonic Corneas

To obtain pNC, anterior eyes were dissected from E10.5 embryos, incubated in dispase (1.5 mg/ml; Worthington Biochemical, Lakewood, NJ, USA) at 37°C for 5 minutes, and then rinsed in Ringer's solution.The ectoderm/lens vesicles and optic cups were removed and discarded, and pNCs from 26 eyes were pooled into each sample. E14.5 corneas were dissected from surrounding ocular mesenchyme and pooled into 18 corneas per sample. Similarly, E16.5 corneas were dissected at the limbal region and pooled into 12 corneas per sample. Biological triplicates of tissues from each time point were immediately immersed in Trizol reagent (Life Technologies Corp., Grand Island, NY, USA) and flash frozen in liquid nitrogen.

### RNA Sequencing

RNA isolated from a total of nine samples was used for library preparation and sequenced on an Illumina HiSeq 4000 instrument at BGI Genomic Services, United States. Samples were qualified and quantified using an Agilent 2100 bioanalyzer and Step One Plus real-time PCR system. Each sample was assessed for quality by filtering out reads with adaptors, reads that contained a high percentage of unknown bases (>10%), or bases with low sequencing quality (Q < 5).^22^ The following reads were mapped to reference genes by Bowtie 2^23^ and to the Genome Reference Consortium Mouse Build 38 with Hierarchical Indexing for Spliced Alignment of Transcripts^24^ (Supplementary Table S1). The average mapping with the reference gene was 77.71%, and the genome mapping ratio was 91.47%. Reads were quantified using RNA-Seq by Expectation Maximization^25^ and normalized to fragments per kilobase of transcript per million (FPKM) to calculate gene expression levels. Aligned genes with no reads at a particular developmental stage were assigned a FPKM value of 0.01 for differential analysis. Screening of differentially expressed genes (DEGs) was performed through the NOISeq method^26^ by using the criteria of fold change of ≥1 and divergent probability of ≥0.8 (Supplementary Fig. S1). Deeper analysis into specific pathways followed stricter criteria. Based on log base 2 values, a threshold was set at 2.32 (FPKM = 5). Genes with all values below this threshold were considered not expressed. To reduce the uncertainty of low values, negative values were normalized to a base of 0 (FPKM = 1). Heatmaps were generated using log base 2 values with relative row scaling.

### Data Access

All sequencing data have been deposited in the NCBI's Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/browse/, in the public domain) under the accession number GSE121044.

### In Situ Hybridization

Section in situ hybridization was performed as previously described.^27^ In brief, mouse heads were isolated and fixed in Carnoy's fixative at 4°C overnight. Tissues were embedded in paraffin and sectioned at 8 to 10 μm. Digoxigenin-labeled riboprobes were generated by in vitro transcription with Superscript III. Brightfield images were captured using a Zeiss Axiocam mounted on AxioImager2 microscope (Zeiss, Oberkochen, Baden-Württemberg, Germany).

## Results

### Characterization of the Transcriptomes of pNC and Embryonic Corneas

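RNA-Seq values of 9 samples of wild-type mouse embryos were analyzed, 3 biological replicates at each of 3 stages. Each E10.5 sample held the periocular neural crest, the migratory mesenchyme around the early eye, of 26 eyes, from which the ectoderm, lens vesicle and optic cup had been removed. Each E14.5 sample held 18 corneas and each E16.5 sample 12 corneas, so a sample is an average over several embryos and over all cell types of the dissected tissue. The authors quantified the reads per gene with RNA-Seq by Expectation Maximization (RSEM) and deposited an expected count and an FPKM value for each gene of each sample. The total of expected counts ranged from 8818090 to 9069023 at E10.5 (median 8985193), from 8773677 to 8938315 at E14.5 (median 8807998) and from 8745161 to 8888805 at E16.5 (median 8847722). Genes are listed by Entrez Gene identifier, and a gene absent from a sample's list was taken as 0 in that sample. Symbols and gene positions were matched by identifier to RefSeq genes of GRCm38, the build named in the methods, which gave a symbol for 19312 of 19369 identifiers. For tests between stages, expected counts were rounded to whole numbers, scaled by edgeR's TMM method and fitted with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all 9 samples in one model without a replicate block. Genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 1 were counted as differentially expressed by edgeR. The NOISeq criterion of the methods was recomputed from FPKM, with a probability of at least 0.8 and an absolute log2 ratio of mean FPKM of at least 1. Mean FPKM values are given ± SD over the 3 samples of a stage (n = 3). No 2 samples held identical values, and counts of replicates differed by more than sampling noise, with a chi-square per degree of freedom from 3.03 to 27.9, so each sample was counted as 1 replicate.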

To investigate the transcriptomic profile during corneal development, we performed high-throughput RNA-Seq on pNC isolated at E10.5 and embryonic corneas isolated at E14.5 and E16.5 (Fig. 1A). These time points were selected to capture pNC migration into the corneal region (E10.5), differentiation of corneal epithelium and pNC-derived mesenchyme (E14.5), and postformation of the three cellular layers of the cornea (E16.5).

**Figure 1:**
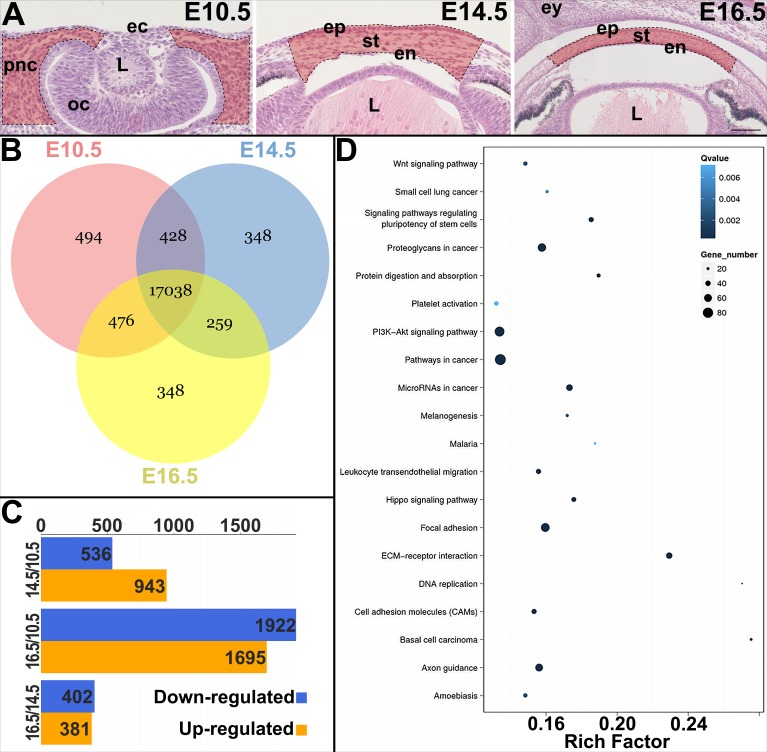
RNA sequencing analysis of the pNC and embryonic corneal cells. (A) Hematoxylin and eosin staining of mouse embryonic eyes, with highlighted regions within the dotted lines showing the tissue dissected for RNA preparation at E10.5, E14.5, and E16.5. (B) Venn diagram depicts total number of genes categorized between the three stages. (C) Bar plot showing number of differentially regulated genes detected between E10.5 and E14.5, E10.5 and E16.5, and E14.5 and E16.5. (D) Pathway enrichment analysis of DEGs at E10.5 vs. E14.5. Circle size correlates with number of genes and the Rich factor is a representation of the degree of enrichment based on ratio of DEG/non-DEG within the pathway. Scale bars: 50 μm (E10.5 and E14.5) or 100 μm (E16.5). ec, ectoderm; L, lens; oc, optic cup; ep, epithelium; st, stroma; en, endothelium; ey, eyelid.

RNA-Seq analysis generated an average of 23,029,819 raw reads. 

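In Supplementary Table S1 the paper lists 23924342 raw reads for E14.5 replicate 1 and between 22917476 and 22918675 for the other samples. The values analyzed here rest on the expected counts, of which there was 1 for every 2.00 to 2.01 reads that the paper lists as mapped to genes. The library totals differed little between stages, but the share of counts taken by the 10 most abundant genes of a sample rose from 3.66% ± 0.294 (SD, n = 3) at E10.5 to 4.08% ± 0.580 at E14.5 and 8.80% ± 1.02 at E16.5. The most abundant gene was *Eef1a1* in every E10.5 and E14.5 sample and *Col1a1*, a fibrillar collagen gene, in every E16.5 sample. *Col1a1* took 1.67% to 2.38% of all counts at E16.5. Such a shift lowers the FPKM of the other genes at E16.5, because FPKM is scaled to the total of each sample. The TMM factors, which correct for it, lay between 0.918 and 0.940 at E16.5 and above 1 at the other stages.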

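With a gene counted as detected when at least 1 sample of a stage listed it, 18220 genes were detected at E10.5, 18291 at E14.5 and 18099 at E16.5. In total, 19369 genes were detected in at least 1 stage and 17039 in all 3 stages. Genes found in a single stage numbered 494 at E10.5, 348 at E14.5 and 325 at E16.5. E14.5 and E16.5 shared 476 genes that were not detected at E10.5, E10.5 and E14.5 shared 428, and E10.5 and E16.5 shared 259. Most genes found in a single stage were close to the detection limit. Their highest FPKM in any sample had a median of 0.12, and 148 of the 1167 reached an FPKM of 1. The counts moved most when a mean FPKM of at least 1 was required in a stage, which left 14304 genes in at least 1 stage and 12012 in all 3.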

Alignment of reads identified transcripts for 19,391 unique genes, of which reads for 17,038 were detected at all 3 developmental stages (Fig. 1B). 

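NOISeq compares the ratio and the difference of the mean FPKM of a pair of stages with those between replicates of the same stage, and gives each gene the probability that its change exceeds that noise. Recomputed from the deposited FPKM with genes that were not listed set to 0.01, the criterion was applied to 19044 genes between E10.5 and E14.5, 19021 between E10.5 and E16.5, and 18875 between E14.5 and E16.5. Across the comparisons, 3815 different genes met it at least once. With each of the 9 samples left out in turn, between 3701 and 3973 genes did. The probability threshold moved this number most, to 1433 genes at a probability of at least 0.9.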

Categorizing the transcripts using the NOISeq method revealed 3815 unique DEGs. A total of 1479 genes were differentially expressed between E10.5 and E14.5, of which 536 were downregulated and 943 were upregulated (Fig. 1C). 

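By the recomputed NOISeq criterion, 943 genes were higher and 536 lower at E14.5 than at E10.5. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2014 of 14771 tested genes were higher and 1177 lower. Both methods shared 914 of the higher and 512 of the lower genes, and none changed in opposite directions. The fold-change minimum moved the edgeR counts most: without it, 4273 genes were higher and 4055 lower at an adjusted p under 0.05. With each of the 6 samples left out in turn, edgeR found 1864 to 2135 higher and 1121 to 1341 lower genes. With the replicate number as a block, the counts were 1985 and 1182. The replicate numbers did not pair the samples, since the deviations from the stage means had a mean correlation of -0.0164 over the 9 pairs of samples with the same number and of 0.00917 over the 18 pairs with different numbers. Among genes that passed both edgeR thresholds, reached a mean FPKM of 5 in either stage and had every sample of one stage above every sample of the other, *Tpsb2*, *Ifi202b* and *Lcn2* rose most. None of these was listed at E10.5, and their mean FPKM at E14.5 was 12.2 ± 17.4, 5.82 ± 2.71 and 11.3 ± 8.27. *Ebf2*, *Pax7* and *Barx1* fell most and were not listed at E14.5, and *Ebf2* and *Barx1* had a mean FPKM of 12.2 ± 0.783 and 22.8 ± 0.355 at E10.5. The log2 fold changes of these genes, between -12.20 for *Ebf2* and 9.79 for *Tpsb2*, have no fixed size because 1 stage had no counts. *Tpsb2* and *Ifi202b* belong to families of similar copies that can share reads, so their values are uncertain.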

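At E16.5, 2862 genes were higher and 2282 lower than at E10.5 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The recomputed NOISeq criterion was met by 1695 higher and 1922 lower genes, of which 1670 and 1578 also passed the edgeR thresholds. The balance between the directions depended on the scaling. With library totals in place of TMM, edgeR found 2503 higher and 2695 lower genes, and with FPKM rescaled by TMM factors the NOISeq criterion gave 1985 higher and 1555 lower genes. With the replicate number as a block, 2855 genes were higher and 2285 lower, and the lowest and highest correlation of deviations between same-numbered samples of any stages was -0.225 and 0.250. The largest rises were those of *Adh1*, *Msln* and *Tpsb2*, none listed at E10.5, of which *Msln* and *Tpsb2* had a mean FPKM of 24.4 ± 5.54 and 33.4 ± 4.63 at E16.5. The largest falls were those of *Ebf2*, *Lin28a* and *Hbb-bh1*. *Lin28a* fell from 10.7 ± 1.30 to no listed value at E16.5, and the embryonic globin gene *Hbb-bh1* from 1067 ± 188 to 0.390 ± 0.390, a log2 fold change of -11.19 (standard error 0.48, edgeR, Benjamini-Hochberg adjusted p = 4.5e-08). Globin genes share reads among similar copies, so the split between them is uncertain.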

Analysis between E10.5 and E16.5 yielded 3617 DEGs, of which 1922 were downregulated and 1696 were upregulated. We also compared E14.5 and E16.5, which showed that 783 genes were differentially expressed, of which 402 were downregulated and 381 were upregulated. 

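Between E14.5 and E16.5, the recomputed NOISeq criterion was met by 381 genes that rose and 402 that fell. By edgeR, 924 genes rose and 808 fell, and with the replicate number as a block 937 rose and 785 fell. Samples with different replicate numbers had deviations that correlated from -0.207 to 0.188, much as those with the same number did. This comparison depended most on single samples. Without E14.5 replicate 1, NOISeq found 665 rising and 688 falling genes, and the edgeR counts ranged from 690 to 1307 and from 632 to 1056 as each of the 6 samples was left out. The common dispersion that edgeR estimated within E14.5 alone was 0.0394, against 0.0113 within E10.5 and 0.00605 within E16.5. The keratin genes *Krt13* and *Krt6a* and the retinol-binding protein gene *Rbp2* rose most. *Krt13* had a mean FPKM of 0.0867 ± 0.0850 at E14.5 and 10.2 ± 6.19 at E16.5, a log2 fold change of 6.86 (standard error 0.72, edgeR, Benjamini-Hochberg adjusted p = 5.7e-04). For *Rbp2* and *Krt6a* the log2 fold changes were 6.16 and 5.34, the latter uncertain because *Krt6a* has near-identical copies. *Mpo*, *Hbb-y* and *Hba-x*, genes of granulocytes and of embryonic red blood cells, fell most, with log2 fold changes of -7.21, -6.96 and -5.09.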

Overall, there was a high number of DEGs between E10.5 and E16.5, which substantially decreased between E10.5 and E14.5, and E14.5 and E16.5 (Fig. 1C). This is supported by hierarchical clustering that indicates higher similarity in transcriptome between E14.5 and E16.5 compared to E10.5 and E14.5 or E10.5 and E16.5 (Supplementary Fig. S1). 

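The order of the comparisons was the same by both methods, with 3617, 1479 and 783 genes by NOISeq for E10.5 to E16.5, E10.5 to E14.5 and E14.5 to E16.5. By edgeR, 1896, 1765 and 1051 further genes passed in these comparisons that NOISeq did not call. These were mostly genes of low expression. The median of their higher stage mean was an FPKM of 1.96, 2.09 and 2.47, against 18.4, 19.2 and 19.1 for genes that passed both.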

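Over the 14304 genes with a mean FPKM of at least 1 in some stage, the Pearson correlation of log2(FPKM + 1) across genes averaged 0.935 over the 9 pairs of an E14.5 and an E16.5 sample. It averaged 0.876 between E10.5 and E14.5 and 0.780 between E10.5 and E16.5, and the ranges of these groups of pairs did not overlap. Replicates of one stage correlated on average at 0.985 at E10.5, 0.969 at E14.5 and 0.985 at E16.5. The ranges within and between stages overlapped for E14.5. Its lowest replicate pair was at 0.961, and the highest pair of an E14.5 and an E16.5 sample was at 0.965. Genes are not independent replicates, so these correlations describe the libraries and carry no p. Same-stage pairs exceeded different-stage pairs by 0.116 on average, and this difference moved most, to 0.0644, when genes of low FPKM were included. Average, complete and Ward linkage each joined the E14.5 and E16.5 samples before either joined E10.5. The first principal component held 77.6% of the variance and the second 10.8%. On the first component the E10.5 samples lay between -80.3 and -78.6, the E14.5 samples at 36.1, 3.24 and 8.33, and the E16.5 samples between 61.0 and 67.5, so that E14.5 replicate 1 lay nearer to E16.5 than the other E14.5 samples did. From the numbers of DEGs and the clustering, the paper concludes that the transcriptomes of E14.5 and E16.5 corneas are more similar to each other than either is to that of the pNC.

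**Figure D1:**
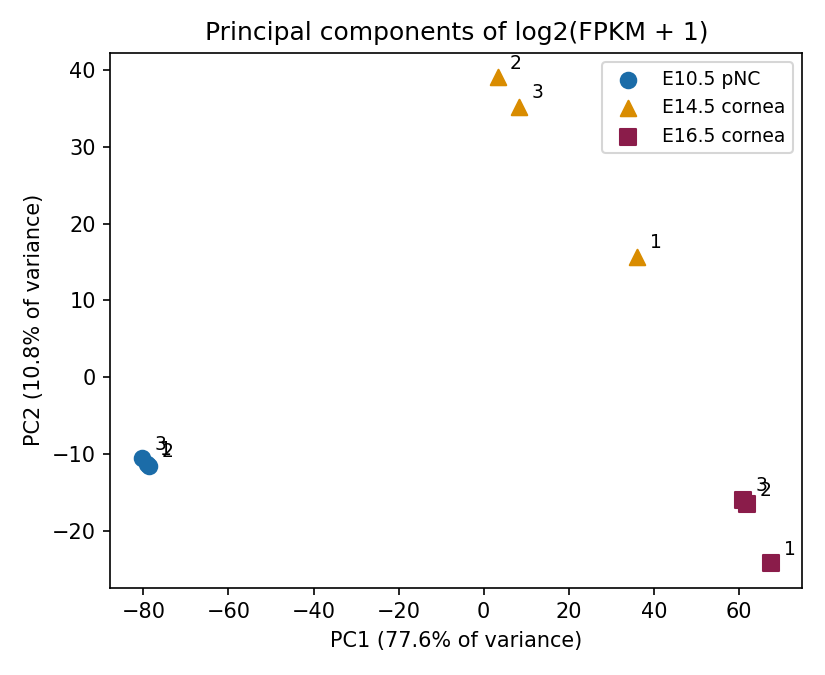
First and second principal components of log2(FPKM + 1), each axis with its share of the variance. Each point is 1 of the 9 samples, coloured by stage and labelled with its replicate number, and the stages follow one another along the first component with E14.5 replicate 1 at 36.1.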

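Genes were counted as enriched in a stage when they met the NOISeq criterion as higher in it than in both other stages. By this definition, 506 genes were enriched at E10.5, 71 at E14.5 and 355 at E16.5.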

Further analyses show that 506 genes were enriched only at E10.5, 71 at E14.5, and 355 at E16.5.

To associate the DEGs to functional roles, we analyzed their distribution by using pathway enrichment analysis based on the KEGG database (Fig. 1D). Several key pathways and processes were significantly enriched, including focal adhesions, ECM-receptor interactions, proteoglycans, and cell adhesion molecules. These pathways and cell processes are important in mediating pNC migration, cell proliferation, matrix assembly, and modulating barrier functions.

### Regulation of Neural Crest Cell (NCC) Markers During Corneal Development

To determine whether genes that are important for establishing NCC identity continue to play a role during corneal development, we analyzed the expression of 46 candidate genes involved in NCC specification, delamination, and early migration.^28^,^29^ Based on our threshold value of FPKM of 5, we found that out of the 46 genes, 33 (72%) re-expressed in the pNC, 23 (50%) in the E14.5 corneas, and 18 (39%) in the E16.5 corneas (Fig. 2A). 

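Supplementary Table S2 pairs 46 NCC genes with Entrez identifiers, and all were found in the deposited values. With a mean FPKM of at least 5 in the stage, 33 genes were expressed at E10.5, 23 at E14.5 and 19 at E16.5. Leaving out each sample of a stage in turn gave 32 to 33 genes at E10.5 and 18 to 19 at E16.5, and the same number each time at E14.5. The threshold moved the counts most, with 43, 31 and 29 genes at the successive stages for a mean FPKM of at least 1.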

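Of the 46 NCC genes, 18 met the NOISeq criterion as lower in the cornea than in the pNC, 4 as higher, 11 did not change and 13 stayed under an FPKM of 5 at every stage, against 18, 5, 10 and 13 by edgeR. The homeobox gene *Alx1* (Entrez Gene 216285, chromosome 10, 103007847 to 103029549 of GRCm38) had a mean FPKM of 55.9 ± 10.8 at E10.5, 0.833 ± 0.663 at E14.5 and 0.0467 ± 0.0451 at E16.5 (SD, n = 3). Its log2 fold change from E10.5 to E14.5 was -6.08 with a standard error of 0.38 and an adjusted p of 6.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it moved most, to -5.01, with limma on log2(FPKM + 1), which understates changes of low values. *Zic2* (Entrez Gene 22772, chromosome 14, 122475384 to 122480328) fell from 16.2 ± 3.09 to 0.113 ± 0.0751, a log2 fold change of -7.10 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 1.8e-07). For *Alx4*, *Pax3*, *Zic1*, *Sox9* and *Sox10* the log2 fold changes at E14.5 lay between -4.28 and -1.91, with a largest edgeR adjusted p of 0.00197. *Pax7* had a mean FPKM of 7.50 ± 3.43 in the pNC and was not listed in either cornea stage. All of these genes except *Pax7*, whose fold change has no fixed size, had log2 fold changes between -9.96 and -2.42 at E16.5 against E10.5.

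**Figure D2:**
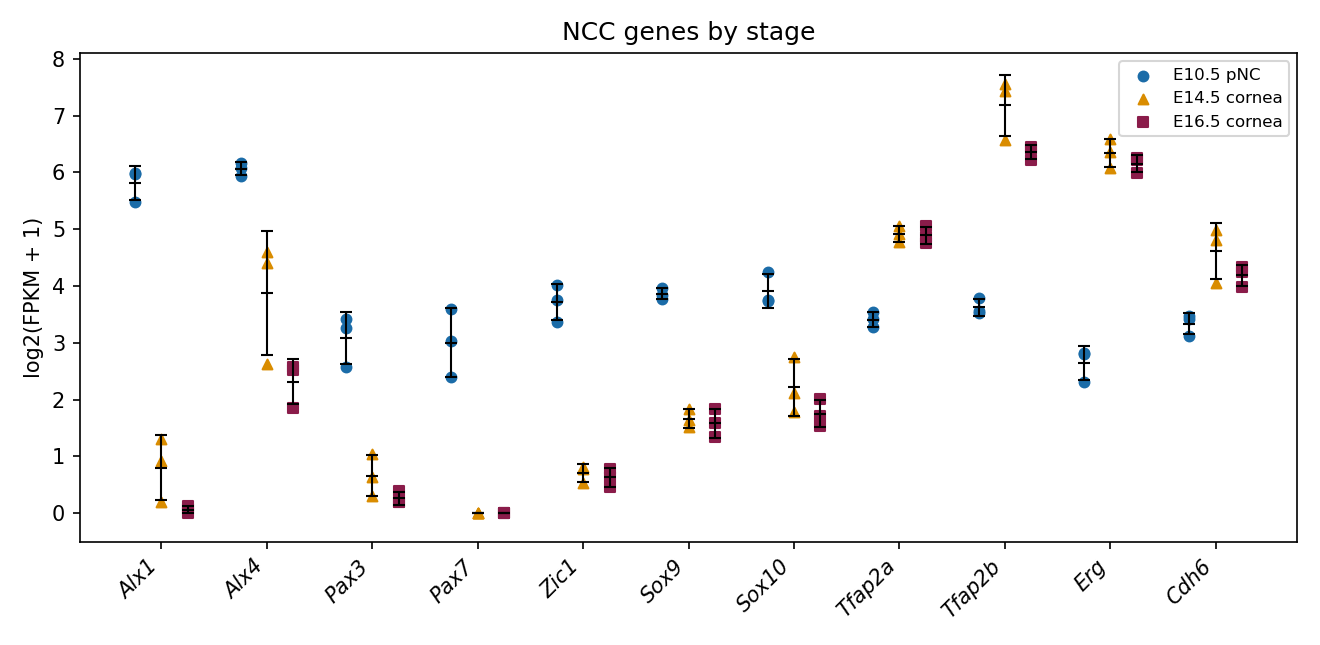
Expression of NCC genes by stage as log2(FPKM + 1). Points are the 3 replicates of each stage and bars the mean ± SD on this scale; *Alx1* to *Sox10* are highest in the pNC, and *Tfap2a*, *Tfap2b*, *Erg* and *Cdh6* in the cornea stages.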

Classification of the 46 NCC genes based on differential regulation (Fig. 2B), revealed that 18 (39%) of genes, including *Alx1*, *Alx4*, *Pax3*, *Pax7*, *Zic1*, *Zic2*, *Sox9*, and *Sox10*, are enriched in the pNC. Eleven (24%) genes, including *Zeb1*, *Zeb2*, *Snai2*, *Lmo4*, and *Twist1*, maintained nondifferential expression. 

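*Twist1* had the highest expression of these genes, with a mean FPKM of 132 ± 21.7 at E10.5, 164 ± 17.6 at E14.5 and 139.5 ± 16.2 at E16.5. *Lmo4* stood at 41.7 ± 2.74 at E10.5, 33.6 ± 2.38 at E14.5 and 38.0 ± 1.89 at E16.5, and *Zeb1* at 15.1 ± 0.512 at E10.5, 12.9 ± 2.22 at E14.5 and 9.36 ± 1.03 at E16.5. *Snai2* rose from 19.1 ± 2.50 to 36.0 ± 2.81 and 32.8 ± 0.871, short of the fold-change minimum of both methods. The mean FPKM of *Lmo4* at E16.5 was 40.8 with FPKM rescaled by TMM factors, a move of more than 1 SD. *Zeb2* (Entrez Gene 24136, chromosome 2, 44983512 to 45117442) had a mean FPKM of 5.53 ± 0.711 at E10.5, 7.00 ± 1.15 at E14.5 and 10.8 ± 1.82 at E16.5. It did not meet the NOISeq criterion, but by edgeR it was higher at E16.5 than at E10.5, with a log2 fold change of 1.12 (standard error 0.15, edgeR, Benjamini-Hochberg adjusted p = 6.4e-05). This call was lost with library totals in place of TMM, at 0.96, and with limma on log2(FPKM + 1), at 0.85.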

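Among NCC genes, the transcription factor gene *Erg* (Entrez Gene 13876, chromosome 16, 95359169 to 95586600) had a mean FPKM of 5.33 ± 1.20 in the pNC. It rose to 80.8 ± 14.0 at E14.5 and 70.4 ± 7.07 at E16.5. The log2 fold change at E14.5 was 3.91 (standard error 0.19, edgeR, Benjamini-Hochberg adjusted p = 1.6e-07). *Tfap2b* rose to 150.3 ± 49.6 at E14.5 from 11.4 ± 1.32, with a log2 fold change of 3.71 (standard error 0.24, edgeR, Benjamini-Hochberg adjusted p = 9.3e-07), and stood at 81.2 ± 7.04 at E16.5. *Tfap2a* had log2 fold changes of 1.57 and 1.72 at E14.5 and E16.5 against E10.5, with standard errors of 0.12 and 0.12. *Cdh6* rose by 1.41 at E14.5 and by 1.07 at E16.5 on the log2 scale, and the latter fell under the fold-change minimum without TMM, at 0.92, and with limma on log2(FPKM + 1), at 0.85. Genes that stayed under a mean FPKM of 5 at every stage included *Csrnp1* (*Axud1*), at 2.71, 3.05 and 3.36 at the successive stages, and *Foxd3*, at 2.64, 0.763 and 0.937. *Gbx2* reached a mean FPKM of 1.88 ± 0.382 at E16.5 and *Rxrg* 1.67 ± 0.204 at E10.5.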

Four (9%) genes (*Tfap2A*, *Tfap2B*, *Erg*, and *Cdh6*) are upregulated in the cornea, whereas the remaining 13 (28%) genes, including *Axud1*, *Foxd3*, *Gbx2*, and *Rxrg*, are not expressed (Supplementary Table S2). To validate our data, we analyzed the spatiotemporal expression of *Alx1*, *Alx4*, *Snai2*, and *Tfap2B* by in situ hybridization. *Alx1* is expressed in the pNC at E10.5, but it is not detected in the corneas at E14.5 and E16.5 (Fig. 2C). *Alx4* is expressed in the pNC at E10.5 and stroma at E14.5 but absent in the cornea at E16.5 (Fig. 2D). *Snai2* is broadly expressed at all time points and shows strong localization to the corneal epithelium and endothelium at E16.5 (Fig. 2E). *Tfap2b* is initially expressed in a few pNC cells and ocular ectoderm at E10.5, but it is strongly expressed in the corneal stroma and endothelium at E14.5 and E16.5 (Fig. 2F).

**Figure 2:**
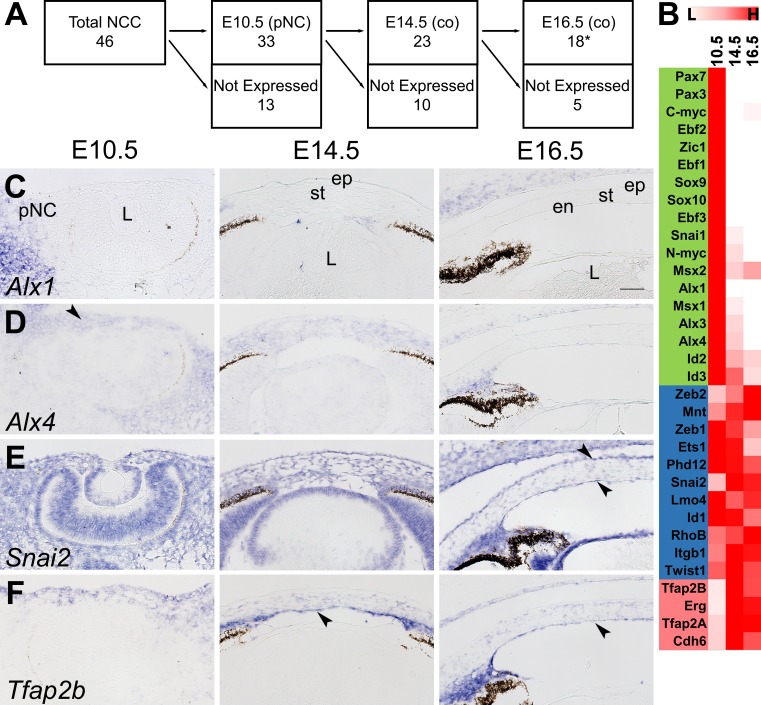
Expression of NCC genes during corneal development. (A) Schematic describes the number of expressed genes at each developmental stage based on threshold value. (B) Heatmap shows relative expression of the transcripts in the pNC, E14.5, and E16.5 corneas. Relative color ranges from white to red based on low (L) or high (H) expression. In addition to the criteria described in the methods, values below threshold were normalized to a log base 2 value of 0. Downregulated genes are highlighted in green, not significantly DEGs in blue, upregulated genes in red, and genes below threshold are not shown (see Supplementary Table S2). (C–F) Validation of the expression patterns of Alx1, Alx4, Snai2, and Tfap2b. Black arrows represent regions of enriched expression. Scale bar: 50 μm. co, Cornea; *C-myc expression at E16.5 is excluded.

### Regulation of RA Signaling During Corneal Development

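Of the 46 genes of the RA table (Supplementary Table S3), 37 reached a mean FPKM of 5 in at least 1 stage. By edgeR, 7 of these were higher and 6 lower at E14.5 than at E10.5, and 9 were higher and 9 lower at E16.5. The fold-change minimum moved these numbers most, as 17 genes were higher and 11 lower at E14.5 without it. The retinol transporter gene *Stra6* (Entrez Gene 20897, chromosome 9, 58063793 to 58154004 of GRCm38) had a mean FPKM of 36.5 ± 6.25 at E10.5, 43.5 ± 22.3 at E14.5 and 12.2 ± 2.50 at E16.5 (SD, n = 3). At E16.5 its log2 fold change was -1.43 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.00402) against E10.5 and -1.66 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.00538) against E14.5. The retinaldehyde dehydrogenase gene *Aldh1a2* (*Raldh2*) was at 6.69 ± 1.57 at E10.5, 6.60 ± 2.96 at E14.5 and 1.25 ± 0.520 at E16.5, and its log2 fold change between E14.5 and E16.5 was -2.24 (standard error 0.41, edgeR, Benjamini-Hochberg adjusted p = 0.00251). *Aldh1a1* (*Raldh1*) varied widely among the pNC samples, with FPKM values of 20.9, 12.0 and 1.49 in replicates 1, 2 and 3, and had a mean of 2.07 ± 0.345 at E16.5. Its log2 fold change from E10.5 to E16.5, -2.32 (standard error 0.75, edgeR, Benjamini-Hochberg adjusted p = 0.0171), lost significance with limma on log2(FPKM + 1), at -1.54 (limma, Benjamini-Hochberg adjusted p = 0.0624). It ranged from -2.85 to -1.55 as each sample was left out. From a mean of 14.9 at E14.5, *Aldh1a1* fell to E16.5 by a log2 fold change of -2.69, past the thresholds of both methods. With limma on log2(FPKM + 1) this fall was -2.24 (limma, Benjamini-Hochberg adjusted p = 0.0232). The edgeR call was lost without E14.5 replicate 2 and with any E16.5 sample left out.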

We investigated changes to the RA signaling components and found that genes important for metabolism and signaling are differentially regulated (Fig. 3A; Supplementary Table S3).^30^–^32^ Prometabolic genes, such as *Stra6*, *Raldh1*, and *Raldh2*,^33^ are not significantly changed between E10.5 and E14.5, but they are downregulated at E16.5. In contrast, *Adh1* and *Adh7* are upregulated at E16.5. 

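Neither *Adh1* nor *Adh7* was listed in any pNC sample. *Adh1* (Entrez Gene 11522, chromosome 3, 138277585 to 138290698) had FPKM values of 14.3, 1.79 and 2.44 in the E14.5 replicates 1, 2 and 3 and a mean of 68.9 ± 13.2 at E16.5, a log2 fold change between these stages of 3.65 (standard error 0.58, edgeR, Benjamini-Hochberg adjusted p = 0.00220). *Adh7*, on the same chromosome from 138198064 to 138232042, had values of 5.93, 1.15 and 0.860 at E14.5 and a mean of 7.89 ± 1.35 at E16.5. Its log2 fold change of 1.74 (standard error 0.58, edgeR, Benjamini-Hochberg adjusted p = 0.0460) lay close to the threshold, and the call was lost with DESeq2, at 1.76, with only the 2 stages compared in the fit, at 1.74, and without TMM, at 1.57. Without E14.5 replicate 1 the change was 3.12 (edgeR, adjusted p = 7.7e-06). With each other sample of these stages left out it was 1.33 to 1.83, and the call was lost. Against E10.5, the log2 fold changes of 12.77 for *Adh1* and 10.29 for *Adh7* at E16.5 have no fixed size because E10.5 had no counts.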

*Dhrs3*, a metabolic inhibitor that converts retinal back into retinol,^33^ is upregulated at E14.5. 

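*Dhrs3* (Entrez Gene 20148, chromosome 4, 144892534 to 144928209) rose from a mean FPKM of 11.9 ± 1.43 at E10.5 to 30.9 ± 6.22 at E14.5, with a log2 fold change of 1.38 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 4.1e-05). With each sample left out in turn this value stayed between 1.27 and 1.54. The mean FPKM at E16.5 was 22.2 ± 2.28.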

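*Aldh1a3* (*Raldh3*, Entrez Gene 56847, chromosome 7, 66390892 to 66427477) had a mean FPKM of 19.2 ± 6.97 at E10.5, 35.4 ± 2.08 at E14.5 and 28.5 ± 1.64 at E16.5. It was the highest of the 3 retinaldehyde dehydrogenase genes at every stage.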

*Raldh3* is constitutively expressed at high levels, but its expression is localized to the corneal epithelium.^34^ 

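*Cyp26a1* (Entrez Gene 13082, chromosome 19, 37697738 to 37701536) had a mean FPKM of 3.89 ± 1.29 at E10.5, 13.5 ± 1.18 at E14.5 and 10.7 ± 0.630 at E16.5. From E10.5 to E14.5 its log2 fold change was 1.78 (standard error 0.20, edgeR, Benjamini-Hochberg adjusted p = 3.2e-05) and ranged from 1.60 to 2.07 as each sample was left out.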

The RA-degrading enzyme *Cyp26a1*^35^ is upregulated at E14.5. *Crabp2*, which translocates RA from the cytoplasm into the nucleus,^30^ is downregulated, whereas *Crabp1* and *Fabp5* are downregulated at E14.5 but upregulated at E16.5. 

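*Crabp2* (Entrez Gene 12904, chromosome 3, 87948693 to 87953372) fell from a mean FPKM of 257 ± 33.4 at E10.5 to 100.1 ± 14.2 at E14.5 and 89.9 ± 3.35 at E16.5, with a log2 fold change at E14.5 of -1.37 (standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 5.7e-06). *Crabp1* (Entrez Gene 12903, chromosome 9, 54764748 to 54773110) had a mean FPKM of 507 ± 119 at E10.5, 145 ± 100.3 at E14.5 and 324 ± 4.89 at E16.5. Its log2 fold changes were -1.83 (standard error 0.37, edgeR, Benjamini-Hochberg adjusted p = 0.00168) at E14.5 and 1.33 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 0.0172) from E14.5 to E16.5. The size of the rise depended on an E14.5 group whose replicates ranged widely (260.5, 79.1 and 95.7). Without E14.5 replicate 3 it was 1.11 (edgeR, adjusted p = 0.0639), and without E14.5 replicate 1 it was 2.04 (edgeR, adjusted p = 2.6e-06). *Fabp5* fell by 1.08 on the log2 scale at E14.5 and rose again by 1.21 at E16.5, to a mean FPKM of 170.3 ± 38.9 against 173 ± 14.8 in the pNC.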

A majority of the nuclear receptors, including *Rara*, *Rarg*, *Rxra*, *Rxrb*, *Nr1h2*, and *Ppard*, are constitutively expressed, but *Rarb*, *Nr2f1*, and *Nr2f2* are downregulated (Fig. 3B; Supplementary Table S3). 

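Among the nuclear receptor genes stated to be constant, *Rarg* had the highest mean FPKM, 50.6 ± 1.61 at E10.5, 63.5 ± 5.73 at E14.5 and 77.7 ± 4.61 at E16.5. *Rxrb* stood at 35.5 ± 3.32 at E10.5, 35.0 ± 1.99 at E14.5 and 31.8 ± 0.395 at E16.5, and *Rara*, *Rxra*, *Nr1h2* and *Ppard* lay between a mean FPKM of 7.89 (*Ppard* at E10.5) and 36.7 (*Nr1h2* at E16.5), none passing the thresholds of either method in any comparison. *Nr2f1* (Entrez Gene 13865, chromosome 13, 78188971 to 78198873) fell from 77.7 ± 8.50 at E10.5 to 18.5 ± 2.61 at E14.5 and 7.78 ± 0.401 at E16.5, with a log2 fold change at E16.5 of -3.17 (standard error 0.13, edgeR, Benjamini-Hochberg adjusted p = 3.9e-08). *Rarb* fell by 1.46 at E14.5 and by 3.34 at E16.5 on the log2 scale, with standard errors of 0.26 and 0.30. *Nr2f2* (Entrez Gene 11819, chromosome 7, 70351946 to 70366746) lay close to the fold-change minimum, with -1.06 (standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 3.1e-05) at E14.5 and -1.06 (standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 1.2e-05) at E16.5. With limma on log2(FPKM + 1) its change at E14.5 was -0.98, under the minimum.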

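*Sall2* (Entrez Gene 50524, chromosome 14, 52311177 to 52328670) had a mean FPKM of 27.8 ± 3.96 at E10.5, 14.8 ± 4.74 at E14.5 and 7.54 ± 0.678 at E16.5, and its log2 fold change at E16.5 was -1.74 (standard error 0.22, edgeR, Benjamini-Hochberg adjusted p = 3.6e-05) against E10.5 and -0.81 (standard error 0.22, edgeR, Benjamini-Hochberg adjusted p = 0.0159) against E14.5. *Arnt2* had log2 fold changes of -1.47 at E16.5 against E10.5 and -0.88 against E14.5, and the latter passed the fold-change minimum without TMM, at -1.04. For *Hes6* the log2 fold change at E16.5 was -0.90 (standard error 0.14, edgeR, Benjamini-Hochberg adjusted p = 1.5e-04) against E10.5, -1.05 without TMM, and -0.03 (standard error 0.14, edgeR, Benjamini-Hochberg adjusted p = 0.882) against E14.5, no detectable difference. Against E10.5, and not against E14.5, *Hes6* met the NOISeq criterion as lower at E16.5.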

Corresponding with these changes, several RA-responsive transcription factors (*Sall2*, *Arnt2*, *Hes6*, and *Pitx2*)^36^–^39^ are downregulated at E16.5 (Fig. 3B). RA-induced genes (*Egr1* and *Btdbd11*)^40^,^41^ are also substantially decreased at E16.5 (Fig. 3B; Supplementary Table S3). 

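*Egr1* (Entrez Gene 13653, chromosome 18, 34861207 to 34864956) varied more between replicates than between stages, with FPKM values of 44.7, 36.9 and 4.59 in the pNC replicates 1, 2 and 3, 6.24, 113 and 332 at E14.5 and 74.0, 90.7 and 69.8 at E16.5. Its log2 fold change from E14.5 to E16.5, -0.80 (standard error 0.98, edgeR, Benjamini-Hochberg adjusted p = 0.564), was not larger than this spread. It changed direction without E14.5 replicate 3, at 0.58, and with limma on log2(FPKM + 1), at 0.28. Against E10.5 it was 1.60 (standard error 1.01, edgeR, Benjamini-Hochberg adjusted p = 0.183) at E16.5, which passed the thresholds when only those 2 stages entered the fit (edgeR, adjusted p = 0.0134). By the NOISeq criterion *Egr1* was higher at E14.5 and at E16.5 than at E10.5. *Btbd11* had a mean FPKM of 1.93 ± 0.167 at E10.5, 9.86 ± 0.502 at E14.5 and 6.71 ± 0.546 at E16.5. Its change from E14.5 to E16.5, -0.39 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 0.0170), stayed under the fold-change minimum, and it was higher at E16.5 than at E10.5, by 2.03 on the log2 scale.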

To identify the corneal regions in which RA signaling is regulated, we examined the expression profiles of an RA inhibitor, *Cyp26a1*, a nuclear receptor, *Nr2f2*, and a downstream gene, *Egr1* (Figs. 3C–E). Our data show that *Cyp26a1* is broadly expressed at all time points, with strong localization in the corneal epithelium at E14.5 and E16.5 (Fig. 3C). *Nr2f2* is strongly expressed in the pNC at E10.5 and maintained at low levels in the stroma, but it is localized in the corneal epithelium at E14.5 and E16.5 (Fig. 3D). *Egr1* is not detectable in the pNC and cornea at E16.5, but it is transiently expressed in the presumptive corneal endothelium at E14.5 (Fig. 3D).

**Figure 3:**
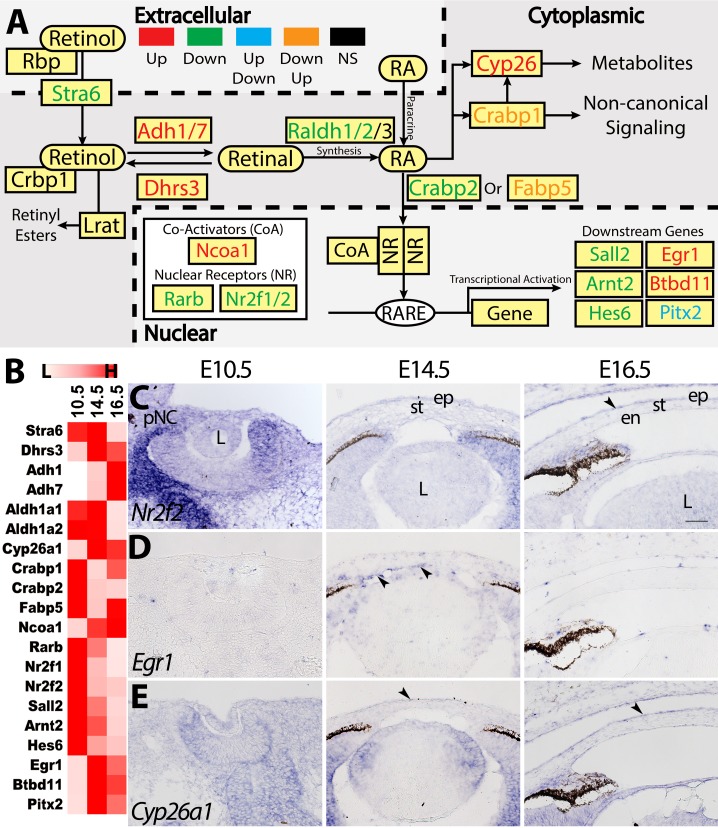
Differential regulation of the RA signaling pathway. (A) Schematic depicts whether components of the RA pathway are upregulated (red), downregulated (green), or not significantly differentially expressed (black). Genes that were upregulated and then downregulated, or vice versa, are represented by blue and orange, respectively. (B) Heatmap summarizes the relative expression of the DEGs. (C–E) Validation of the expression patterns of Nr2f2, Egr1, and Cyp26a1. Black arrows represent regions of enriched expression. Scale bar: 50 μm.

### Regulation of TGFβ Signaling During Corneal Development

To examine the mechanisms by which TGFβ signaling regulates corneal development, we investigated the transcription profile of its ligands and downstream genes (Fig. 4A; Supplementary Table S4).^42^,^43^ Our data show that *TGFβ2* is strongly expressed at E10.5 and E14.5 but downregulated at E16.5, and *TGFβ3* is upregulated at E14.5 and E16.5. 

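*Tgfb2* (Entrez Gene 21808, chromosome 1, 186622787 to 186709697 of GRCm38) had a mean FPKM of 17.8 ± 2.79 at E10.5, 29.7 ± 18.2 at E14.5 and 10.1 ± 1.30 at E16.5 (SD, n = 3), and the E14.5 replicates 1, 2 and 3 were at 8.76, 40.4 and 40.0. From E14.5 to E16.5 its log2 fold change was -1.40 (standard error 0.43, edgeR, Benjamini-Hochberg adjusted p = 0.0293), and with only these 2 stages in the fit it was -1.40 (edgeR, adjusted p = 0.0606). The call was also lost with limma on log2(FPKM + 1), at -1.20, and on log2(FPKM + 0.1), at -1.26. It was lost with each sample of these stages left out except E14.5 replicate 1, without which the change was -1.83 (edgeR, adjusted p = 5.9e-07). Against E10.5 the change at E16.5 was -0.66 (standard error 0.43, edgeR, Benjamini-Hochberg adjusted p = 0.196). *Tgfb3* (Entrez Gene 21809, chromosome 12, 86056743 to 86079041) had a mean FPKM of 5.57 ± 1.47 at E10.5, 11.4 ± 2.40 at E14.5 and 9.38 ± 0.577 at E16.5. Its log2 fold change was 1.02 (standard error 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.00128) at E14.5 and 0.90 (standard error 0.20, edgeR, Benjamini-Hochberg adjusted p = 0.00195) at E16.5, so that only the first passed the fold-change minimum, and with limma on log2(FPKM + 1) the first was 0.92.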

Interestingly, *TGFβR2* is upregulated at E14.5 and E16.5, but its associated receptor *TGFβR1*^42^ is downregulated. In addition, multiple inhibitors (*Bambi*, *Strap*, *Smad7*, *Tgif*, and *Evi1*) and an activator (*Msg1*) of TGFβ signaling through Smad2/3 regulation are downregulated. 

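*Tgfbr2* (Entrez Gene 21813, chromosome 9, 116087695 to 116175363) rose from a mean FPKM of 6.97 ± 1.14 at E10.5 to 19.3 ± 2.91 at E14.5 and 26.4 ± 3.75 at E16.5, with log2 fold changes of 1.46 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 3.4e-05) and 2.08 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 1.3e-06) against E10.5. *Tgfbr1* (Entrez Gene 21812, chromosome 4, 47353222 to 47414926) fell from 43.3 ± 2.99 to 31.9 ± 4.89 and 21.6 ± 0.496. The log2 fold change at E16.5, -0.86 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 5.0e-05), was larger than the spread between replicates but under the minimum of 1, which it passed without TMM, at -1.01. By the NOISeq criterion *Tgfbr1* was lower at E16.5 than at E10.5.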

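*Mecom* (*Evi1*, Entrez Gene 14013, chromosome 3, 29951296 to 30509759) fell from a mean FPKM of 10.5 ± 1.09 in the pNC to 1.07 ± 0.561 at E14.5 and 0.160 ± 0.0173 at E16.5, and *Cited1* (*Msg1*) from 11.3 ± 0.770 to 0.927 ± 0.813 and 0.307 ± 0.00577. With *Bambi*, these genes had log2 fold changes between -3.66 and -1.77 at E14.5 and between -5.74 and -3.07 at E16.5, with a largest edgeR adjusted p of 4.7e-05. *Tgif1* had a log2 fold change of -1.02 (standard error 0.09, edgeR, Benjamini-Hochberg adjusted p = 1.8e-06) at E16.5, just past the minimum, and of -0.99 when only genes with a mean FPKM of at least 5 were fitted. *Smad7* had a log2 fold change of -1.10 (standard error 0.15, edgeR, Benjamini-Hochberg adjusted p = 6.1e-05) at E16.5 and did not meet the NOISeq criterion. *Strap* (Entrez Gene 20901, chromosome 6, 137735082 to 137751930) was expressed at 86.9 ± 5.02 at E10.5, 53.8 ± 2.21 at E14.5 and 39.9 ± 3.97 at E16.5. At E16.5 it had a log2 fold change of -0.98 (standard error 0.09, edgeR, Benjamini-Hochberg adjusted p = 2.8e-06), under the minimum, and -1.13 without TMM. This fall of *Strap* met the NOISeq criterion.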

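The TGFβ table (Supplementary Table S4) holds 86 genes, of which 74 reached a mean FPKM of 5 in at least 1 stage. By edgeR, 15 of these were higher and 9 lower at E14.5 than at E10.5, 17 higher and 16 lower at E16.5 than at E10.5, and 9 higher and 7 lower at E16.5 than at E14.5. Without the fold-change minimum the counts against E10.5 were 31 higher and 25 lower at E14.5, and 32 and 32 at E16.5. Set against the other expressed genes, the list held a higher share of genes up at E14.5, 20.3% against 11.4% (two-sided Fisher's exact test, p = 0.0259, Benjamini-Hochberg adjusted 0.0319 over 16 tests). At E16.5 the shares were 23.0% and 17.2% (Fisher's exact test, p = 0.215, adjusted 0.229), no detectable difference. The list comes from the paper's report on these same samples, so its genes may have been chosen partly for their change.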

Overall, a large number of DEGs favors enrichment of the TGFβ pathway. Accordingly, genes repressed by the TGFβ pathway (*Cdk2*, *Cdk4*, *C-myc*, *Id2*, and *Id3*) are downregulated, and TGFβ-induced genes (*Rbl2*, *Aebp1*, and *Creb3l1*) are upregulated. 

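*Cdk4* (Entrez Gene 12567, chromosome 10, 127063535 to 127067288) fell from a mean FPKM of 605 ± 33.5 at E10.5 to 336 ± 50.8 at E14.5 and 199 ± 2.91 at E16.5, with a log2 fold change at E16.5 of -1.45 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 1.2e-06). *Id2* fell by 1.09 at E14.5 and by 1.32 at E16.5 on the log2 scale, and without E14.5 replicate 1 the first was -0.84. *Id3* had a log2 fold change of -0.83 at E14.5 and -2.08 (standard error 0.24, edgeR, Benjamini-Hochberg adjusted p = 1.9e-05) at E16.5. *Cdk2* decreased less, with a log2 fold change of -0.84 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 5.7e-05) at E16.5, which reached the minimum with limma on log2(FPKM + 0.1), at -1.00. Its fall at E16.5 met the NOISeq criterion. *Myc* (*C-myc*, Entrez Gene 17869, chromosome 15, 61985341 to 61990361) stood at 10.9 ± 0.592 at E10.5, 4.36 ± 0.864 at E14.5 and 5.42 ± 0.930 at E16.5, with log2 fold changes of -1.33 (standard error 0.17, edgeR, Benjamini-Hochberg adjusted p = 8.0e-05) at E14.5 and -0.86 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 7.4e-04) at E16.5, the latter -1.01 without TMM. Of the induced genes, *Creb3l1* (Entrez Gene 26427, chromosome 2, 91982328 to 92024170) rose from 1.68 ± 0.133 to 18.9 ± 6.29 and 44.0 ± 5.04. *Rbl2*, *Aebp1* and *Creb3l1* had log2 fold changes between 1.69 and 3.48 at E14.5 and between 2.14 and 4.86 at E16.5, with a largest edgeR adjusted p of 1.2e-05.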

The observed differential regulation aligns with TGFβ function in cell cycle regulation, differentiation, and ECM synthesis.^44^–^49^ We also observed that several TGFβ-induced epithelial-mesenchymal transition genes, including *Hey1* and *Prrx2*,^50^,^51^ were downregulated, possibly due to regulation through other pathways.

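*Hey1* (Entrez Gene 15213, chromosome 3, 8663359 to 8667038) had a mean FPKM of 9.82 ± 0.970 at E10.5, 5.31 ± 1.68 at E14.5 and 0.903 ± 0.357 at E16.5, and a log2 fold change of -3.28 (standard error 0.31, edgeR, Benjamini-Hochberg adjusted p = 4.3e-06) at E16.5. *Prrx2* (Entrez Gene 20204, chromosome 2, 30845064 to 30881251) had a mean FPKM of 104 ± 18.3 at E10.5, 55.4 ± 15.3 at E14.5 and 35.6 ± 2.08 at E16.5, and a log2 fold change of -1.40 (standard error 0.20, edgeR, Benjamini-Hochberg adjusted p = 8.5e-05) at E16.5. At E14.5 both stayed under the fold-change minimum, at -0.90 and -0.92.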

**Figure 4:**
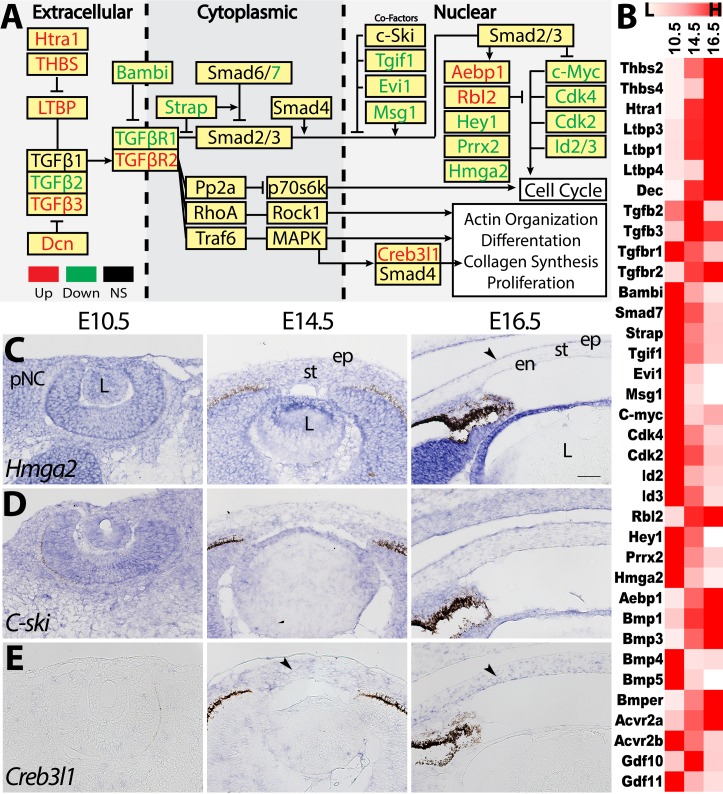
Differential regulation of the TGFβ signaling pathway. (A) Schematic depicts whether components of the TGFβ pathway are upregulated (red), downregulated (green), or not significantly differentially expressed (black). (B) Heatmap summarizes the relative expression of the DEGs. (C–E) Validation of the expression patterns of Hmga2, C-ski, and Creb3l1. Black arrows represent regions of enriched expression. Scale bar: 50 μm.

To analyze how TGFβ regulates corneal development, we examined the expression of downstream targets *Hmga2*,^52^ nuclear repressor *c-Ski*,^53^ and mediator of collagen synthesis *Creb3l1*^48^ (Figs. 4C–E). The observed expression patterns are consistent with our dataset and show that *Hmga2* is initially ubiquitously expressed at E10.5 and E14.5, but it localizes to the corneal epithelium at E16.5 (Fig. 4C). *c-Ski* is constitutively expressed in the pNC and cornea (Fig. 4D). *Creb3l1* is not expressed at E10.5, but it was strongly expressed in the corneal stroma and endothelium at E14.5 and E16.5 (Fig. 4E). In addition to the changes observed in the canonical TGFβ signaling, we discovered differential regulation of other members of the TGFβ superfamily. *Bmp4*, *Bmp5*, *Acvr2b*, and *Gdf11* are all downregulated, whereas *Bmp1*, *Bmp3*, *Avcr2a*, and *Gdf10* are upregulated (Fig. 4B).

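*Bmp4* (Entrez Gene 12159, chromosome 14, 46383525 to 46390669) fell from a mean FPKM of 16.8 ± 1.26 at E10.5 to 2.44 ± 0.334 at E14.5 and 2.86 ± 0.645 at E16.5. *Bmp4*, *Bmp5* and *Gdf11* had log2 fold changes between -3.19 and -1.54 at E14.5, with a largest edgeR adjusted p of 4.2e-04, and with *Acvr2b* between -5.09 and -1.30 at E16.5. *Acvr2b* passed the fold-change minimum at E16.5 and not at E14.5, where it was -0.72. *Bmp3* rose most, from 1.49 ± 0.315 to 15.1 ± 7.89 and 42.1 ± 5.88, with a log2 fold change at E16.5 of 4.95 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 7.9e-07). *Bmp1* and *Acvr2a* rose by 1.30 and 1.15 at E16.5, and *Acvr2a* was 0.94 with limma on log2(FPKM + 1). *Gdf10* (Entrez Gene 14560, chromosome 14, 33923587 to 33936514) had a mean FPKM of 2.99 ± 1.14 at E10.5, 6.53 ± 2.31 at E14.5 and 2.72 ± 0.506 at E16.5. The log2 fold change was 1.11 (standard error 0.32, edgeR, Benjamini-Hochberg adjusted p = 0.0126) at E14.5 and 0.01 (standard error 0.34, edgeR, Benjamini-Hochberg adjusted p = 0.972) at E16.5, where it did not differ detectably from E10.5 and took the opposite sign without TMM, at -0.14. At E14.5 it did not meet the NOISeq criterion and was 0.90 with limma.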

### Regulation of the Wnt Signaling During Corneal Development

Next, we investigated the mechanisms by which the Wnt pathway is modulated during corneal development (Fig. 5A).^54^,^55^ Our data reveal that several Wnt genes (*Wnt2*, *Wnt2b*, *Wnt3*, *Wnt3a*, *Wnt4*, *Wnt5a*, *Wnt6*, *Wnt7b*, *Wnt9b*, *Wnt10a*, *Wnt10b*, *Wnt11*, and *Wnt16*) are upregulated (Fig. 5B). However, Frizzled receptors are either upregulated (*Fzd6* and *Fzd10*) or downregulated at E14.5 (*Fzd3* and *Fzd4*) and E16.5 (*Fzd1* and *Fzd2*) (Fig. 5B; Supplementary Table S5). This is consistent with previous reports^56^ and further identifies the novel expression of Wnt ligands and receptors. 

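Of the 105 genes of the Wnt table (Supplementary Table S5), 101 reached a mean FPKM of 5 in at least 1 stage. Among these, edgeR found 28 higher and 16 lower at E14.5 than at E10.5, and 30 higher and 22 lower at E16.5. Without the fold-change minimum 45 were higher and 33 lower at E14.5. *Wnt2*, *Wnt3*, *Wnt3a*, *Wnt4*, *Wnt6*, *Wnt7b*, *Wnt9b*, *Wnt10a* and *Wnt11* had log2 fold changes between 2.61 (*Wnt11*) and 6.35 (*Wnt3a*) at E14.5, with a largest edgeR adjusted p of 0.00109. The ectoderm had been removed at E10.5, whereas the cornea samples held epithelium, in which the paper states that Wnt ligands are expressed. Whole-tissue values cannot tell the presence of that layer from changes within cells. *Wnt6* (Entrez Gene 22420, chromosome 1, 74754342 to 74785322 of GRCm38) and *Wnt4* (Entrez Gene 22417, chromosome 4, 137277635 to 137299501) were the most highly expressed, with mean FPKM values at E14.5 of 132 ± 34.7 and 97.4 ± 29.7 (SD, n = 3). *Wnt2b* rose at E14.5, from 4.41 ± 0.719 to 11.9 ± 3.77 with a log2 fold change of 1.43 (standard error 0.22, edgeR, Benjamini-Hochberg adjusted p = 3.1e-04), and at E16.5 did not differ detectably from E10.5, at 0.26 (standard error 0.23, edgeR, Benjamini-Hochberg adjusted p = 0.320). *Wnt5a* rose late, by 0.48 at E14.5 and 1.99 at E16.5 on the log2 scale. *Wnt10b* had a log2 fold change of 2.20 (standard error 0.68, edgeR, Benjamini-Hochberg adjusted p = 0.0179) at E14.5, and 0.97 with limma on log2(FPKM + 1). *Wnt16* was also late, with FPKM values of 2.62, 0.340 and 0.410 in the E14.5 replicates 1, 2 and 3 and a mean of 7.69 ± 0.234 at E16.5. At E14.5 its log2 fold change was 1.35 (standard error 0.72, edgeR, Benjamini-Hochberg adjusted p = 0.132), not larger than the replicate spread and -0.19 without E14.5 replicate 1, and 4.29 (standard error 0.60, edgeR, Benjamini-Hochberg adjusted p = 7.5e-05) at E16.5.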

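*Fzd6* (Entrez Gene 14368, chromosome 15, 39006149 to 39038192) had a mean FPKM of 3.74 ± 0.384 at E10.5, 20.4 ± 12.2 at E14.5 and 53.5 ± 10.4 at E16.5, with log2 fold changes of 2.42 (standard error 0.35, edgeR, Benjamini-Hochberg adjusted p = 1.9e-04) at E14.5 and 3.99 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 3.0e-06) at E16.5. *Fzd10* had log2 fold changes of 1.20 (standard error 0.28, edgeR, Benjamini-Hochberg adjusted p = 0.00407) at E14.5, 0.91 without E14.5 replicate 3, and 0.74 at E16.5. *Fzd3* and *Fzd4* fell at E14.5 by slightly less than the fold-change minimum, with -0.91 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 4.4e-05) and -0.98 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 4.9e-04). At E16.5 both were lower than at E10.5 by edgeR and by NOISeq. Their mean FPKM went from 9.45 to 4.09 for *Fzd3* and from 9.31 to 2.42 for *Fzd4*. *Fzd1* (Entrez Gene 14362, chromosome 5, 4753839 to 4758216) had a mean FPKM of 20.4 ± 4.01 at E10.5, 27.2 ± 11.2 at E14.5 and 10.5 ± 1.50 at E16.5, and a log2 fold change of -1.21 (standard error 0.29, edgeR, Benjamini-Hochberg adjusted p = 0.00864) from E14.5 to E16.5. *Fzd2* (Entrez Gene 57265, chromosome 11, 102604431 to 102608058) fell from 68.1 ± 5.54 to 40.8 ± 6.44 and 32.2 ± 2.99, with a log2 fold change of -0.93 at E16.5 that passed the minimum without TMM, at -1.08. That fall met the NOISeq criterion.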

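*Sox11* (Entrez Gene 20666, chromosome 12, 27334268 to 27342718) fell from a mean FPKM of 67.1 ± 7.07 in the pNC to 22.6 ± 5.55 at E14.5 and 6.98 ± 0.351 at E16.5. *Sox11*, *Pclaf* and *Ezh2* had log2 fold changes between -1.59 and -1.15 at E14.5, with a largest edgeR adjusted p of 8.7e-05, and with *Frat2* between -3.12 and -1.20 at E16.5. Without E14.5 replicate 1 the change of *Ezh2* at E14.5 was -0.98, and *Frat2* was -0.88 at E14.5 with all samples. The high-mobility group genes were not analysed here as a family. Among inhibitors of Wnt activity, *Dkk2* (Entrez Gene 56811, chromosome 3, 132085266 to 132180304) was the most abundant, with a mean FPKM of 17.0 ± 2.55 at E10.5, 274 ± 31.2 at E14.5 and 301 ± 32.5 at E16.5. *Dkk1*, *Dkk2*, *Dkk3*, *Notum*, *Nfat5* and *Sox6* had log2 fold changes between 1.21 and 3.99 at E14.5 and between 1.44 and 4.29 at E16.5, with a largest adjusted p of 1.8e-05 by edgeR. *Wif1* (Entrez Gene 24117, chromosome 10, 121034004 to 121100642) rose at E14.5 only, from 4.07 ± 1.79 to 15.2 ± 3.72 with a log2 fold change of 1.89 (standard error 0.29, edgeR, Benjamini-Hochberg adjusted p = 3.0e-04), and stood at 3.74 ± 0.471 at E16.5. That last value did not differ detectably from E10.5, with 0.03 (standard error 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.944), and took the opposite sign without TMM, at -0.12. *Ndrg1* rose at E16.5, to 30.4 ± 5.55 from 1.94 ± 0.332, with a log2 fold change of 4.11 (standard error 0.45, edgeR, Benjamini-Hochberg adjusted p = 1.2e-05). At E14.5 it had FPKM values of 6.72, 1.40 and 1.92 in replicates 1, 2 and 3, and its log2 fold change of 0.77 became -0.22 without replicate 1.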

We found that many inducers of canonical activity, including *Prrx2*, HMG family, *Bambi*, *Strap*, *Sox11*, *Frat2*, *Pclaf*, and *Ezh2* are downregulated, whereas the repressors *Wif1*, *Dkk1*, *Dkk2*, *Dkk3*, *Notum*, *Ndrg1*, *Nfat5*, and *Sox6* are upregulated (Figs. 5A, 5B). Spatiotemporal analysis confirmed the expression of candidate Wnt modulators. The Wnt activator *Mta1*^57^ is localized in the periocular mesenchyme and all cellular layers of the cornea (Fig. 5C), whereas the Wnt activator *Sox11*^58^ is initially strongly expressed in the pNC at E10.5, but it is not detectable at E14.5 and E16.5 (Fig. 5D). The upregulated Wnt inhibitor *Ndrg1*^59^,^60^ is not detectable in the pNC at E10.5, but it is later localized to the corneal epithelium at E16.5 (Fig. 5E).

**Figure 5:**
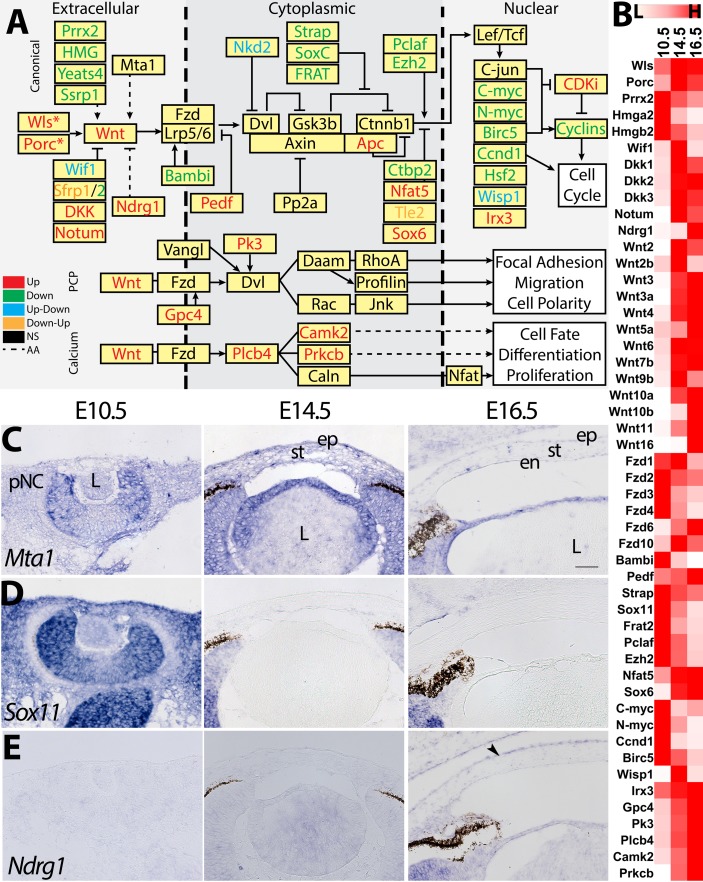
Differential regulation of the Wnt signaling pathway. (A) Schematic depicts whether components of the Wnt pathway are upregulated (red), downregulated (green), or not significantly differentially expressed (black). (B) Heatmap summarizes the relative expression of the DEGs. (C–E) Validation of the expression patterns of Mta1, Sox11, and Ndrg1. Black arrows represent regions of enriched expression. Scale bar: 50 μm. AA, ambiguously associated.

Next, we analyzed how Wnt downstream genes are modulated. Our data revealed that several downstream targets, particularly those related to proliferation (*C-myc*, *N-myc*, *Ccnd1*, and *Birc5*) were downregulated (Figs. 5A, 5B). However, we also identified upregulation of a few genes that are activated by the canonical pathway (*Wisp1* and *Irx3*). 

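*Ccnd1* (Entrez Gene 12443, chromosome 7, 144929931 to 144939831) fell from a mean FPKM of 69.2 ± 6.91 at E10.5 to 6.50 ± 2.63 at E14.5 and 3.54 ± 0.666 at E16.5, with log2 fold changes of -3.43 (standard error 0.25, edgeR, Benjamini-Hochberg adjusted p = 1.7e-06) and -4.14 (standard error 0.26, edgeR, Benjamini-Hochberg adjusted p = 3.3e-07). *Mycn* (*N-myc*) fell by 1.58 and 3.11 on the log2 scale at these stages. *Birc5* (Entrez Gene 11799, chromosome 11, 117849237 to 117855743) had a mean FPKM of 124 ± 4.32 at E10.5, 56.4 ± 7.61 at E14.5 and 20.9 ± 2.44 at E16.5. At E14.5 its log2 fold change was -0.97 (standard error 0.10, edgeR, Benjamini-Hochberg adjusted p = 1.8e-05), just under the fold-change minimum and -1.13 with limma on log2(FPKM + 1), and -2.03 (standard error 0.10, edgeR, Benjamini-Hochberg adjusted p = 1.1e-07) at E16.5.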

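*Ccn4* (*Wisp1*, Entrez Gene 22402, chromosome 15, 66891369 to 66923201) rose most at E14.5, with a mean FPKM of 1.23 ± 0.248 at E10.5, 9.68 ± 3.67 at E14.5 and 2.07 ± 0.345 at E16.5. Its log2 fold changes were 2.96 (standard error 0.29, edgeR, Benjamini-Hochberg adjusted p = 1.4e-05) at E14.5 and 0.90 (standard error 0.30, edgeR, Benjamini-Hochberg adjusted p = 0.0215) at E16.5. The latter was under the fold-change minimum, and 1.00 without E16.5 replicate 1. *Irx3* (Entrez Gene 16373, chromosome 8, 91798511 to 91801654) had a mean FPKM of 60.8 ± 6.35 at E10.5, 107 ± 13.4 at E14.5 and 124 ± 6.17 at E16.5. It passed the fold-change minimum at E16.5, with 1.18 (standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 6.7e-06), and not at E14.5, with 0.80.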

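The glypican gene *Gpc4* (Entrez Gene 14735, chromosome X, 52051007 to 52164923) rose from a mean FPKM of 9.61 ± 0.135 at E10.5 to 23.0 ± 5.29 at E14.5 and 35.8 ± 3.69 at E16.5, with a log2 fold change at E16.5 of 2.04 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 1.3e-06). *Prkcb* had log2 fold changes of 2.50 at E14.5 and 3.31 (standard error 0.23, edgeR, Benjamini-Hochberg adjusted p = 6.6e-07) at E16.5, and its mean FPKM passed 5 only at E16.5, at 5.62 ± 0.270. *Prickle3* (*Pk3*) lay at the fold-change minimum at E14.5, with 1.01 (standard error 0.16, edgeR, Benjamini-Hochberg adjusted p = 3.2e-04), and under it with DESeq2, at 0.99; at E16.5 it was 1.76. *Plcb4* had log2 fold changes of 0.74 at E14.5 and 1.30 (standard error 0.12, edgeR, Benjamini-Hochberg adjusted p = 4.8e-06) at E16.5, and 0.98 with limma on log2(FPKM + 1). The genes of the Camk2 family were not analysed here, since the name stands for more than 1 gene.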

Our data also indicate that genes involved in the Wnt/planar cell polarity (PCP) and Wnt/Ca^2+^ pathways were upregulated (*Gpc4*, *Pk3*, *Plcb4*, *Camk2*, and *Prkcb*).

### Crosstalk Between Signaling Pathways Is Critical for Corneal Development

To examine how the cross talk between RA, TGFβ, and Wnt signaling pathways regulates corneal development, we analyzed the differential expression of their downstream transcription factors. Out of 1755 transcription factors, we found a total of 1118 genes expressed above the threshold. 

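The pool of transcription factors behind these numbers was not analysed here. Over all genes, 10942 of 19369 reached a mean FPKM of 5, the threshold used, in at least 1 stage.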

Of these genes, 143 were upregulated, 218 were downregulated, and 757 were not differentially expressed (Fig. 6A). 

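Supplementary Table S6 lists 143 upregulated and 218 downregulated transcription factor genes, all of which reached a mean FPKM of 5 in at least 1 stage. Of the upregulated genes, 142 met the recomputed NOISeq criterion in this direction against E10.5 and 139 passed the edgeR thresholds. Of the downregulated genes, 216 met the NOISeq criterion and 184 passed the edgeR thresholds. By edgeR, 85 of the upregulated and 99 of the downregulated genes had changed at both E14.5 and E16.5. With each of the 9 samples left out in turn, edgeR called 139 to 142 upregulated and 182 to 189 downregulated genes.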

Next, we annotated their association with the signaling pathways based on published data. 

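In Supplementary Table S6, 62 of the upregulated genes carry a mark for RA, 74 for TGFβ and 65 for Wnt signaling, and 40 carry none. More than 1 pathway is marked for 63 of them and all 3 pathways for 35. The marks are the paper's annotation, and the expression values do not test them. By edgeR, 52 of the upregulated genes passed the thresholds against E10.5 only at E16.5.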

From those upregulated genes, 62 are associated with RA signaling, 65 with TGFβ signaling, 74 with Wnt signaling, and the data are insufficient for 40. From those downregulated genes, 69 are associated with RA signaling, 92 with TGFβ signaling, 106 with Wnt signaling, and the data are insufficient for 82. 

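Supplementary Table S6 marks 69 of the downregulated genes for RA, 92 for TGFβ and 106 for Wnt signaling, with 82 unmarked. Of the downregulated genes, 91 are marked for more than 1 pathway and 40 for all 3. For 81 of them the fall against E10.5 passed the edgeR thresholds only at E16.5.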

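The log2 values of Table 1 are ratios of mean FPKM between stages, with means under an FPKM of 1 raised to 1. Recomputed this way from the deposited FPKM, all 40 genes of Table 1 gave values within rounding of those listed. With low means not raised, an alternative chosen after seeing the data, 19 of them did.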

The top 20 upregulated and downregulated transcription factors are summarized in Table 1 and are in a full list in Supplementary Table S6. Several transcription factors, such as Pax6 or Foxc2, are involved in more than one pathway, indicating potential cross talk during corneal development.

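*Pax6* (Entrez Gene 18508, chromosome 2, 105668896 to 105698410 of GRCm38) rose from a mean FPKM of 7.48 ± 3.60 at E10.5 to 108 ± 33.0 at E14.5 and 204 ± 28.6 at E16.5 (SD, n = 3), with log2 fold changes of 3.81 (standard error 0.34, edgeR, Benjamini-Hochberg adjusted p = 7.9e-06) and 4.89 (standard error 0.36, edgeR, Benjamini-Hochberg adjusted p = 7.7e-07). *Foxc2* (Entrez Gene 14234, chromosome 8, 121116171 to 121118895) fell from 30.4 ± 8.40 to 4.21 ± 3.04 and 0.757 ± 0.292, with log2 fold changes of -2.87 (standard error 0.44, edgeR, Benjamini-Hochberg adjusted p = 2.8e-04) and -5.17 (standard error 0.55, edgeR, Benjamini-Hochberg adjusted p = 9.6e-06).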

**Figure 6:**
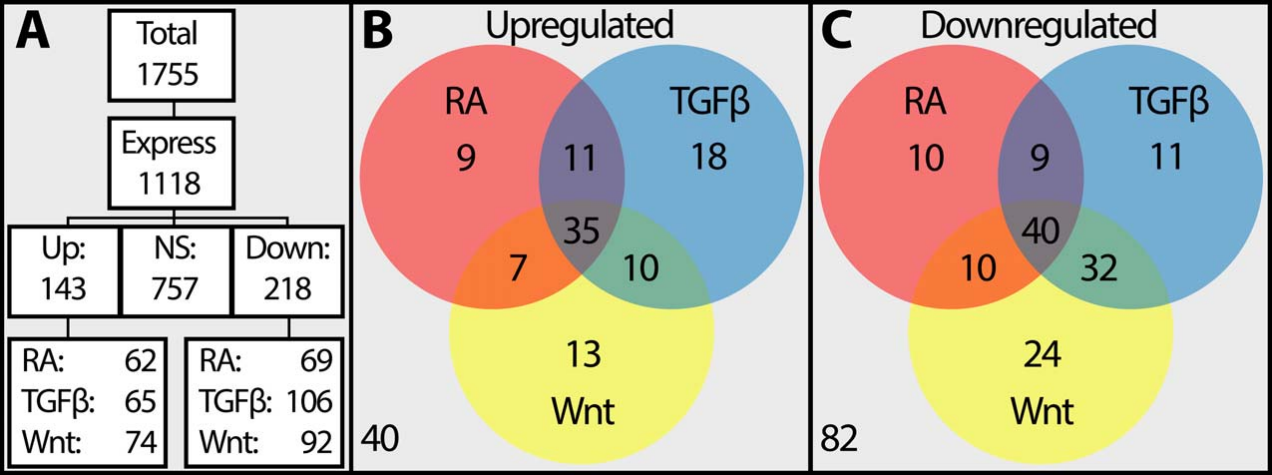
Categorization of differentially expressed transcription factors into the RA, TGFb, and Wnt signaling pathways. (A) Allocation of transcription factors from a total pool of 1755 (compiled from Riken's mouse database and self-annotated). (B, C) Venn diagrams showing overlap between differentially expressed transcription factors. Values outside the circles represent the genes that are not well characterized or not studied within the relevant pathways.

**Table 1:** Top Differentially Expressed Transcription Factors

**Symbol**	**14.5/10.5**	**16.5/10.5**	**16.5/14.5**	**RA**	**TGFβ**	**Wnt**
Upregulated (Log2)						
Fosl2	4.86	6.46	1.59	✓	✓	
Klf5	3.84	5.78	1.94	✓	✓	✓
Ahr	4.93	5.26	0.33	✓	✓	✓
Pax6	3.85	4.77	0.92	✓	✓	✓
Pou3f3	4.62	4.73	0.12			
Creb3l1	3.50	4.71	1.22		✓	
Rab25	2.77	4.71	1.94	✓	✓	✓
Bcl6	3.14	4.61	1.47	✓	✓	✓
Hlf	3.06	4.53	1.47		✓	
Ankrd3	3.15	4.08	0.93			✓
Ehf	1.11	4.07	2.96		✓	
Nupr1	2.17	4.03	1.86	✓	✓	✓
Otx1	3.93	3.61	−0.32	✓		
Trp73	2.76	3.92	1.16	✓	✓	
Erg	3.92	3.72	−0.20	✓	✓	✓
Nr3c1	3.35	3.90	0.54			
Ptrf	2.69	3.73	1.04		✓	
Tcfap2b	3.72	2.83	−0.89	✓	✓	✓
Cebpa	2.93	3.70	0.77	✓	✓	✓
Irx4	3.62	3.36	−0.26	✓		
Downregulated (Log2)						
Six2	−6.10	−6.06	0.04	✓	✓	✓
Msx1	−2.91	−5.88	−2.96	✓	✓	✓
Cart1	−5.81	−5.81	0.00	✓		
Foxl2os	−5.01	−5.42	−0.41			
Foxl2	−5.17	−5.22	−0.05		✓	✓
Foxd1	−5.14	−5.14	0.00	✓	✓	✓
Foxc2	−2.85	−4.93	−2.07	✓	✓	✓
Hmga2	−2.78	−4.93	−2.14		✓	✓
Ebf3	−4.24	−4.88	−0.64			
Six1	−4.86	−4.86	0.00		✓	✓
Gli	−1.60	−4.80	−3.20		✓	✓
Barx1	−4.51	−4.51	0.00			✓
Asb4	−3.41	−4.17	−0.77			
Foxd2	−3.52	−4.11	−0.59			✓
Zic2	−4.02	−4.02	0.00	✓	✓	✓
Alx4	−2.03	−4.01	−1.98	✓	✓	✓
Foxf2	−3.49	−3.95	−0.46	✓	✓	✓
Alx3	−2.03	−3.91	−1.88		✓	✓
Arid3b	−3.01	−3.91	−0.90			✓
Foxp2	−3.50	−3.89	−0.39	✓		✓

Checkmarks indicate potential association with signaling pathways based on published data.

The net regulatory effect of the above transcription factors determines corneal morphogenesis. This includes formation of the collagen ultrastructure, proliferation and differentiation of the cellular layers, and neurovascular patterning.^5^,^6^,^61^ Therefore, we analyzed the expression of critical components of corneal development, including genes for the ECM, matrix remodeling proteins, ECM receptors, cell junction proteins, epithelial development, cell cycle, and neurovascular patterning. The top DEGs are reported in Tables 2 to 5 and full lists are in Supplementary Tables S7 to S14. 

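Supplementary Tables S7 to S9 together hold 197 genes, of which 173 reached a mean FPKM of 5 in at least 1 stage. By edgeR, 84 of these were higher and 19 lower at E14.5 than at E10.5, and 101 higher and 22 lower at E16.5. Of the 172 genes that entered the test, 48.8% were up at E14.5 against 10.9% of the 10694 other genes of that expression (two-sided Fisher's exact test, odds ratio 7.84, p = 1.2e-34, Benjamini-Hochberg adjusted 9.8e-34 over 16 tests). At E16.5 the shares were 58.7% and 16.6% (Fisher's exact test, odds ratio 7.16, p = 6.6e-35, adjusted 9.8e-34). Genes of a tissue change together, so these p-values describe the list and not independent samples. The lists also come from the paper's report on these same samples. Their genes may have been chosen partly for their expression or change, which would raise the shares. The fold-change minimum moved the counts most, as 114 genes were up at E14.5 and 118 at E16.5 without it. All 30 collagen genes of Supplementary Table S8 were expressed, with 21 up and 3 down at E14.5 and 23 up and 3 down at E16.5. Among the matrix remodeling genes of Supplementary Table S9, 15 of 54 were up at E14.5 and 26 at E16.5.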

Our data indicate that the majority of the ECM and matrix remodeling proteins, including collagens, laminins, and thrombospondins, are upregulated and expressed at high levels (Table 2, Supplementary Tables S7–S9), indicating that a large number of components contribute to establishing the ultrastructure. We also observed downregulated genes, such as *Vtn*, *Emilin2*, and *Nid2*, that may play critical roles during early corneal development. In addition, several extracellular matrix receptors are upregulated (*Itga11*, *Itga3*, *ItgaV*, *Itgb4*, *Dag1*, *Ddr1*, and *Cd44*) or downregulated (*Itga4*, *Itga8*, and *Itga9*) (Table 2). 

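*Vtn* (Entrez Gene 22370, chromosome 11, 78499120 to 78502325) had a mean FPKM of 8.63 ± 2.11 in the pNC and was not listed at E14.5 or E16.5. *Emilin2* (Entrez Gene 246707, chromosome 17, 71252172 to 71311556) had a mean FPKM of 21.5 ± 3.70 at E10.5, 13.8 ± 7.81 at E14.5 and 3.74 ± 0.650 at E16.5, and *Nid2* (Entrez Gene 18074, chromosome 14, 19751257 to 19811787) of 30.4 ± 7.03 at E10.5, 18.7 ± 5.26 at E14.5 and 7.08 ± 2.25 at E16.5. At E14.5 the log2 fold changes of *Emilin2*, -0.65 (standard error 0.37, edgeR, Benjamini-Hochberg adjusted p = 0.165), and *Nid2*, -0.71 (standard error 0.26, edgeR, Benjamini-Hochberg adjusted p = 0.0350), stayed under the fold-change minimum. At E16.5 both passed it, with -2.37 (adjusted p = 3.7e-04 by edgeR) and -1.95 (adjusted p = 7.3e-05 by edgeR).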

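Supplementary Table S10 lists 34 ECM receptor genes, of which 18 reached a mean FPKM of 5 in at least 1 stage, and edgeR found 8 of these up and 3 down at E14.5 and 9 up and 3 down at E16.5. *Itgb4* (Entrez Gene 192897, chromosome 11, 115974725 to 116008412) rose most, from a mean FPKM of 0.350 ± 0.180 to 21.5 ± 15.2 at E14.5 and 57.6 ± 6.11 at E16.5, with a log2 fold change at E16.5 of 7.51 (standard error 0.55, edgeR, Benjamini-Hochberg adjusted p = 8.4e-07). *Itga11*, *Itga3*, *Dag1* and *Ddr1* had log2 fold changes between 1.47 and 2.52 at E14.5, with a largest edgeR adjusted p of 5.7e-06. *Itgav* had log2 fold changes of 0.97 at E14.5, just under the fold-change minimum, and 1.26 (standard error 0.08, edgeR, Benjamini-Hochberg adjusted p = 4.2e-07) at E16.5. *Cd44* had log2 fold changes of 1.23 (standard error 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.00594) at E14.5, 0.80 with limma on log2(FPKM + 1) and 0.71 without E14.5 replicate 1, and 3.50 (standard error 0.30, edgeR, Benjamini-Hochberg adjusted p = 2.0e-06) at E16.5. *Itga4*, *Itga8* and *Itga9* had log2 fold changes between -2.26 and -1.27 at E14.5 and between -3.39 and -1.54 at E16.5, with a largest edgeR adjusted p of 0.00515. *Itga8* was the lowest of these, with a mean FPKM of 5.72 ± 0.921 at E10.5.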

Although not differentially expressed, transcripts for *Itga5*, *Itga6*, *Itgb1*, and *Itgb5* are detected at high levels (Supplementary Table S10), and they may form heterodimers with differentially expressed integrins.^62^ 

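*Itgb1* (Entrez Gene 16412, chromosome 8, 128685654 to 128733579) had a mean FPKM of 91.1 ± 3.62 at E10.5, 127 ± 9.27 at E14.5 and 121 ± 5.56 at E16.5, the highest of these genes, and *Itgb5* (Entrez Gene 16419, chromosome 16, 33829665 to 33949338) one of 55.3 ± 3.44 at E10.5, 62.2 ± 9.09 at E14.5 and 62.7 ± 2.81 at E16.5. *Itga5* stood at 23.8 ± 4.06 at E10.5, 22.1 ± 4.52 at E14.5 and 16.1 ± 2.07 at E16.5 and *Itga6* at 15.2 ± 2.28 at E10.5, 13.1 ± 1.77 at E14.5 and 19.5 ± 1.05 at E16.5. No change of these genes passed the thresholds of edgeR or of the NOISeq criterion in any comparison.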

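The gap junction gene *Gja1* (Entrez Gene 14609, chromosome 10, 56377300 to 56390419) rose from a mean FPKM of 72.5 ± 4.18 at E10.5 to 217 ± 1.91 at E14.5 and 180.3 ± 8.39 at E16.5, with log2 fold changes of 1.57 (standard error 0.08, edgeR, Benjamini-Hochberg adjusted p = 2.8e-07) and 1.46 (standard error 0.08, edgeR, Benjamini-Hochberg adjusted p = 2.0e-07). *Ocln*, a tight junction gene, had a mean FPKM of 0.663 ± 0.0802 at E10.5, 1.87 ± 0.928 at E14.5 and 5.60 ± 0.465 at E16.5, and its log2 fold change was 1.48 (standard error 0.33, edgeR, Benjamini-Hochberg adjusted p = 0.00298) at E14.5, 0.74 with limma on log2(FPKM + 1), and 3.22 (standard error 0.31, edgeR, Benjamini-Hochberg adjusted p = 4.8e-06) at E16.5. *Tjp1* (Entrez Gene 21872, chromosome 7, 65296165 to 65527850) stood at 24.4 ± 2.11 at E10.5, 48.2 ± 6.25 at E14.5 and 31.1 ± 1.32 at E16.5. It rose by 0.97 at E14.5 and 0.51 at E16.5 on the log2 scale, with standard errors of 0.11 and 0.11, more than the replicate spread but under the fold-change minimum of either method.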

Expression of cell junction genes, such as *Gja1*, *Tjp1*, and *Ocln*, are similarly enriched (Table 2, Supplementary Table S11). This is accompanied by the expression of genes involved in differentiation of the corneal epithelium, including *Pax6*, *Klf4*, and *Klf5*,^63^–^66^ as well as epithelial structural genes, such as *Krt5*, *Krt12*, *Krt14*, and *Krt15*^67^ (Table 3, Supplementary Table S12).

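At E10.5 the ectoderm had been removed from the samples, so these comparisons set tissue dissected free of surface ectoderm against cornea with its epithelium. Epithelium markers were still detected at E10.5, where 0 of 5 had a mean FPKM under 1. *Klf5* (Entrez Gene 12224, chromosome 14, 99298691 to 99313412 of GRCm38) rose from a mean FPKM of 0.773 ± 0.444 at E10.5 to 14.4 ± 10.2 at E14.5 and 55.1 ± 7.56 at E16.5, with log2 fold changes of 4.17 (standard error 0.56, edgeR, Benjamini-Hochberg adjusted p = 1.2e-04) and 6.28 (standard error 0.53, edgeR, Benjamini-Hochberg adjusted p = 1.9e-06). *Klf4* had log2 fold changes of 0.81 (standard error 0.50, edgeR, Benjamini-Hochberg adjusted p = 0.195) at E14.5, not larger than the replicate spread, and 1.67 (standard error 0.50, edgeR, Benjamini-Hochberg adjusted p = 0.0115) at E16.5. *Krt5* (Entrez Gene 110308, chromosome 15, 101707069 to 101712905) had a mean FPKM of 3.66 ± 0.797 at E10.5, 600.2 ± 384 at E14.5 and 2377 ± 447 at E16.5, and *Krt15* one of 2.53 ± 1.00 at E10.5, 242 ± 215 at E14.5 and 2109.5 ± 571 at E16.5, with log2 fold changes at E16.5 of 9.49 (standard error 0.51, edgeR, Benjamini-Hochberg adjusted p = 1.4e-07) and 9.85 (standard error 0.74, edgeR, Benjamini-Hochberg adjusted p = 9.4e-07). *Krt14* rose by 5.42 at E14.5 and 8.13 at E16.5 on the log2 scale. The keratin genes varied widely among the E14.5 samples, and *Krt12* (Entrez Gene 268482, chromosome 11, 99415664 to 99422593) had FPKM values of 102, 0.620 and 2.06 in replicates 1, 2 and 3. The log2 fold change of *Krt12* at E14.5, 6.45 (standard error 1.79, edgeR, Benjamini-Hochberg adjusted p = 0.0104), ranged from 1.79 to 7.03 as each sample was left out and lost significance with limma on log2(FPKM + 1), at 2.54 (limma, adjusted p = 0.0925). At E16.5 every sample was above every earlier one, with FPKM values of 989.7, 653 and 592 and a log2 fold change of 11.04 (standard error 1.85, edgeR, Benjamini-Hochberg adjusted p = 2.8e-04).

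**Figure D3:**
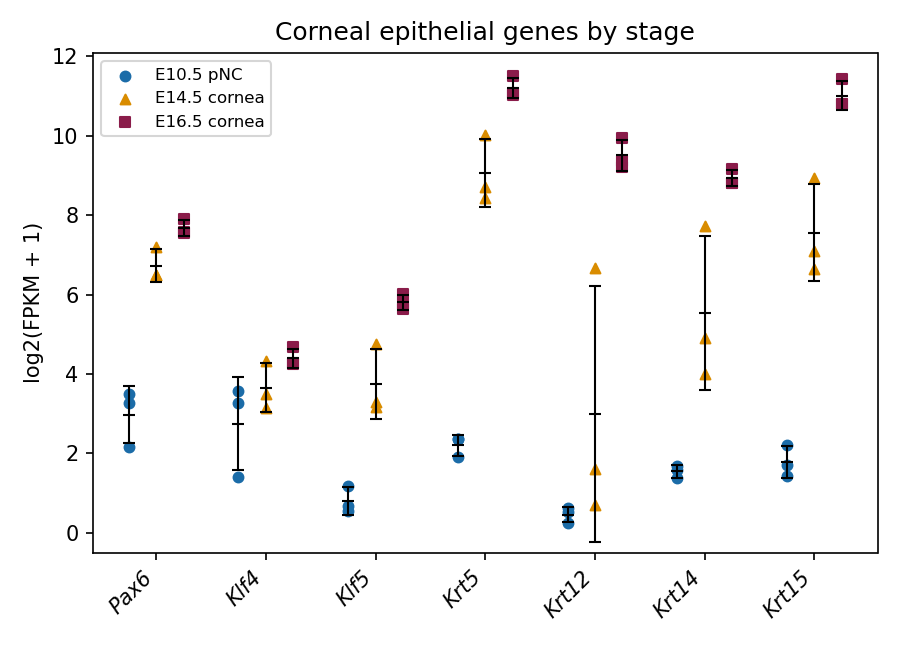
Expression of corneal epithelial genes by stage as log2(FPKM + 1). Points are the 3 replicates of each stage and bars the mean ± SD on this scale; the E14.5 replicates of *Krt12* lie furthest apart, at FPKM values of 102, 0.620 and 2.06.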

**Table 2:** Top Differentially Expressed ECM and Junction-Associated Genes

**Upregulated (Log2)**				**Downregulated (Log2)**			
**Symbol**	**14.5/10.5**	**16.5/10.5**	**16.5/14.5**	**Symbol**	**14.5/10.5**	**16.5/10.5**	**16.5/14.5**
ECM-core matrisome (no collagen)							
Kera	8.43	10.25	1.81	Smoc1	−3.64	−3.64	0.00
Dcn	7.41	8.54	1.12	Tgfbi	−3.23	−0.99	2.25
Matn4	7.68	8.27	0.59	Vtn	−3.11	−3.11	0.00
Thbs4	2.38	6.06	3.68	Igfbp3	−0.25	−2.79	−2.53
Podn	5.18	6.04	0.86	Mmrn2	−0.88	−2.73	−1.85
Papln	1.72	5.98	4.26	Hapln1	−0.77	−2.66	−1.90
Thbs2	4.09	5.95	1.86	Mmrn1	−2.53	−2.61	−0.08
Smoc2	4.78	5.29	0.51	Emilin2	−0.64	−2.52	−1.89
Lum	4.34	4.99	0.65	Vcan	−1.51	−2.51	−1.00
Bgn	3.21	4.14	0.94	Nid2	−0.70	−2.10	−1.40
Matrix remodeling proteins							
Serpinb3a	3.11	6.08	2.96	Adamts19	−2.48	−2.97	−0.50
Adam33	4.99	6.06	1.07	Adamts15	−1.63	−2.91	−1.27
Ctsk	4.84	5.72	0.88	Elane*	2.72	0.00	−2.72
Ctsh	4.52	5.71	1.19	Serpine2	−1.29	−2.24	−0.95
Serpinb5	1.03	4.89	3.86	Adamts9	−2.20	−0.69	1.52
Capn1	1.90	3.26	1.37	Adam11	−1.21	−1.94	−0.73
Adamts18*	3.03	1.51	−1.51	Adam19	1.08	−0.65	−1.73
Elane*	2.72	0.00	−2.72	Adamts1	−1.31	−1.58	−0.28
Adamts12	2.45	2.66	0.21	Adamts6	−0.04	−1.53	−1.49
Adamts2	1.18	2.52	1.34	Adamts18*	3.03	1.51	−1.51
Cell-ECM receptors							
Itgb4	5.94	7.36	1.42	Itga9	−1.58	−3.45	−1.87
Cd44	1.25	3.35	2.10	Itga8	−2.25	−3.30	−1.05
Ddr1	2.31	2.89	0.59	Itga4	−1.26	−1.69	−0.43
Itga11	2.53	2.72	0.19
Sdc2	2.68	2.00	−0.68
Junction proteins							
Dsp	4.94	6.33	1.39	Cdh5	−1.23	−4.74	−3.51
Dsc2	4.64	5.98	1.34	Cldn11	−2.53	−4.34	−1.80
Cldn1	3.48	5.11	1.63	Cldn5	−1.84	−4.32	−2.48
Dsc3	4.97	4.27	−0.70	Cldn6	−0.65	−2.52	−1.86
Dsg1a	2.60	4.90	2.30	Cdh2	−0.94	−2.44	−1.50
Esrp2	3.54	4.66	1.12	Gjc1	−1.03	−1.69	−0.66
Gjb2	4.19	4.64	0.45	Cdh24	−0.29	−1.26	−0.97
Emp1	3.65	4.53	0.88	Jam3	−0.67	−1.17	−0.50
Dsg2	3.55	4.06	0.50				
Cldn3	2.38	3.79	1.41				

Collagens are represented in a separate table (see Supplementary Table S8).

* These genes are upregulated and then downregulated.

**Table 3:** Top Differentially Expressed Epithelial-Associated Genes

**Symbol**	**Log2**		
	14.5/10.5*	16.5/10.5*	**16.5/14.5**
Keratins			
Krt12	6.50	10.92	4.42
Krt6a	5.15	10.33	5.18
Krt13	3.17	10.00	6.83
Krt15	6.58	9.71	3.13
Krt5	7.36	9.34	1.99
Krt14	5.45	7.99	2.54
Krt19	5.10	6.65	1.55
Krt1	3.39	4.14	0.75
Krt7	2.93	3.67	0.74
Krt8	1.24	2.08	0.84
Other epithelial genes			
Klf5	4.22	6.15	1.94
S100a6	4.26	6.06	1.79
Pax6	3.85	4.77	0.92
Apoj	3.60	4.75	1.15
Emp1	3.65	4.53	0.88
Cdh1	2.57	3.13	0.57
Glut1	0.76	1.75	0.99
Cdh3	1.69	1.33	−0.36
Tfap2a	1.60	1.58	−0.02
Gja1	1.58	1.32	−0.26

* Surface ectoderm is not included in E10.5 samples.

**Table 4:** Top Differentially Expressed Cell Cycle-Associated Genes

**Symbol**	**Log2**		
	**14.5/10.5**	**16.5/10.5**	**16.5/14.5**
Ccnd1	−3.41	−4.29	−0.88
Lin28b	−3.68	−3.68	0.00
Lin28a	−3.41	−3.41	0.00
Cdc6	−1.29	−3.32	−2.04
Mcm10	−1.41	−3.31	−1.90
Mcm5	−1.32	−3.16	−1.83
Ccne1	−1.91	−2.94	−1.03
**P21**	**−0.35**	**2.50**	**2.84**
Cdc45	−1.09	−2.83	−1.74
Mcm7	−1.41	−2.70	−1.29
Gins1	−0.85	−2.57	−1.73
Mcm3	−1.17	−2.54	−1.36
Dbf4	−0.97	−2.40	−1.43
E2f2	−1.06	−2.37	−1.31
Mcm2	−0.87	−2.33	−1.46
Mcm4	−0.90	−2.23	−1.33
Cdk1	−0.78	−2.14	−1.35
Cdc25c	−0.51	−2.07	−1.56
Mcm6	−0.87	−2.06	−1.19
Skp2	−0.97	−2.01	−1.04

Upregulated gene is highlighted in bold.

**Table 5:** Top DEGs Associated With Angiogenesis and Axon Guidance

**Symbol**	**14.5/10.5**	**16.5/10.5**	**16.5/14.5**	**A**	**AG**	**AA**
Upregulated (Log2)						
Thbs4	2.38	6.06	3.68			✓
Thbs2	4.09	5.95	1.86			✓
Pax6	3.85	4.77	0.92		✓	✓
Wnt4	4.13	4.55	0.42		✓	
Ntn4	3.74	4.46	0.71	✓	✓	
Sema3C	2.92	3.84	0.91		✓	✓
Sema5A	3.38	3.62	0.24	✓	✓	
Egfr	3.46	3.03	−0.43	✓	✓	
Plxdc2	2.16	3.13	0.97			✓
Ngf	2.84	3.09	0.24	✓	✓	
Ntf5	2.74	2.50	−0.24	✓	✓	
Epha1	2.45	2.70	0.25	✓	✓	
Ntn1	2.11	2.45	0.35	✓	✓	
Hif3a	2.33	−3.02	−5.35	✓	✓	
Sema3F	1.70	2.23	0.53		✓	✓
Vcam1	1.52	2.19	0.67	✓		
L1cam	−0.74	1.34	2.08	✓	✓	
Erbb3	0.96	2.01	1.06	✓	✓	
Efna5	1.76	1.93	0.17	✓	✓	
Wnt5a	0.47	1.85	1.38	✓	✓	✓
Downregulated (Log2)						
Rnh1	0.66	−6.02	−6.68			✓
Hif1a	−0.24	−5.60	−5.37	✓	✓	
Hyou1	−0.71	−5.49	−4.77	✓		
Hif3a	2.33	−3.02	−5.35	✓	✓	
Cadh5	−1.23	−4.74	−3.51	✓		
Tie1	−1.10	−4.21	−3.11	✓	✓	
Ebf1	−3.74	−3.74	0.00		✓	
Gata3	−3.55	−3.55	0.00	✓		✓
Hig2	0.27	−3.27	−3.54	✓		
Cxcl12	−0.80	−3.52	−2.72	✓	✓	
Gata2	−3.11	−3.26	−0.15	✓		
Tie2	−2.56	−3.19	−0.64	✓	✓	
Robo4	−1.18	−3.00	−1.82		✓	✓
Efnb3	−0.99	−2.18	−1.19	✓	✓	
Ang	0.42	−1.62	−2.03	✓	✓	
Efna2	−1.12	−1.92	−0.81	✓	✓	
Vegfc	−1.76	−1.78	−0.02	✓		
Plxa4	1.52	−0.26	−1.78	✓	✓	
Tgfβ2	0.74	−0.81	−1.55	✓	✓	
Plxd1	−0.65	−1.48	−0.83	✓	✓	✓

Checkmarks indicate potential association with pathways based on published data. A, angiogenesis; AG, axonguidance; AA, antiangiogenic.

Our data also show a high number of cell cycle genes are downregulated and cell cycle inhibitors are upregulated (Table 4, Supplementary Table S13), suggesting an overall reduction in cell proliferation. 

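Of the 20 cell cycle genes of Table 4, 11 were lower and none higher at E14.5 than at E10.5 by edgeR, and 19 were lower and 1 higher at E16.5. Without the fold-change minimum, 19 genes were lower at E14.5. Leaving out each of the 6 samples in turn gave 10 to 14 lower genes at E14.5 and the same 19 at E16.5 each time. The genes of Table 4 were chosen by the paper as the most changed, so the counts describe these genes and not the cell cycle genes at large.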

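Table 5 has 40 entries for 39 genes of angiogenesis and axon guidance, given as log2 ratios of mean FPKM with means under 1 raised to 1. Recomputed from the deposited FPKM, the ratios of 33 of these genes lay within rounding of the listed ones in all comparisons. By edgeR, 19 of the genes were higher and 9 lower at E14.5 than at E10.5, and 22 were higher and 12 lower at E16.5. Between E14.5 and E16.5, 10 rose and 9 fell. Requiring at least 10 counts in every sample moved the counts most, leaving 5 lower genes at E14.5 and 7 at E16.5.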

We also observed that genes involved in angiogenesis and axon guidance were differentially regulated (Table 5, Supplementary Table S14) and have potential roles in establishing the neurovascular patterns that lead to high innervation and corneal avascularity.

We validated the spatiotemporal expression of several genes identified in our data. *Fbln2*, which encodes an ECM glycoprotein,^68^ is expressed at low levels in the pNC at E10.5, strongly expressed in the corneal mesenchyme at E14.5, and sparsely expressed in the stroma and endothelium at E16.5 (Fig. 7A). *Serpinh1*, which is involved in collagen biosynthesis,^69^ is expressed in the pNC at E10.5 and maintained in the corneal mesenchyme at E14.5 and in the stroma and endothelium at E16.5 (Fig. 7B). Cell junction protein *Emp1*^70^ shows broad expression at all time points but is enriched in the epithelium at E16.5 (Fig. 7C). Antiangiogenic protein *Pedf*^71^ is also broadly expressed at all time points but shows strong localization to the posterior stroma and endothelium at E16.5 (Fig. 7D).

**Figure 7:**
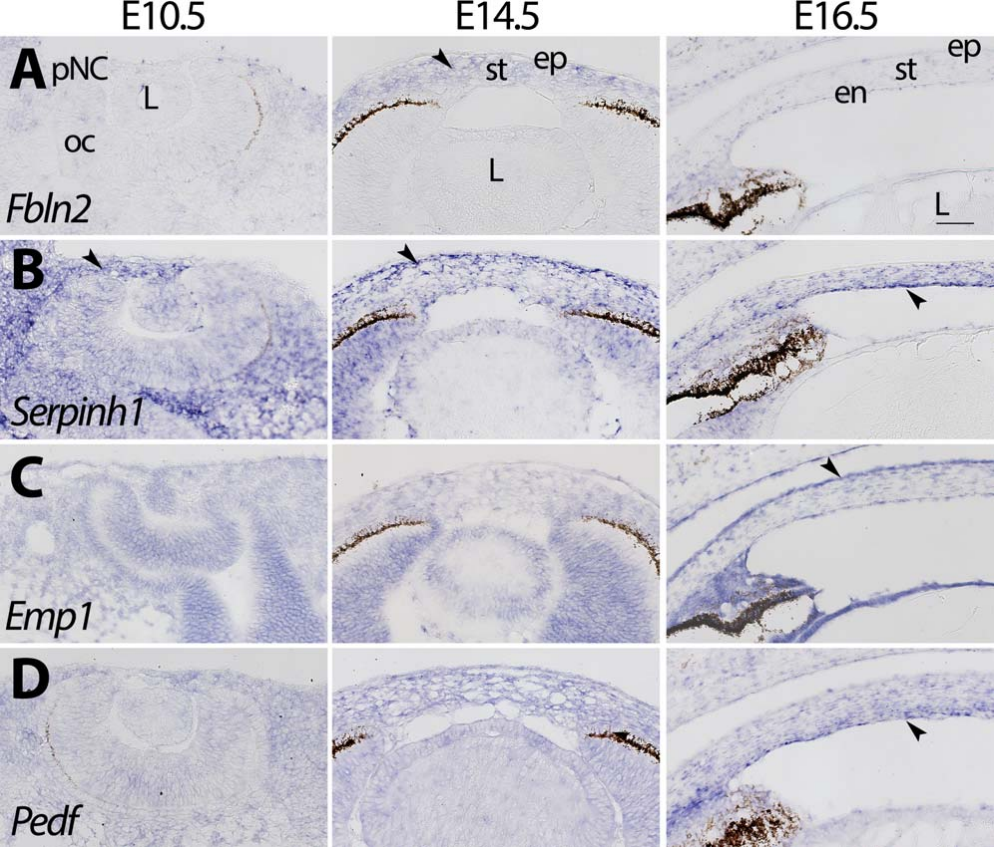
Spatiotemporal expression of genes involved in corneal morphogenesis. (A) Fbln2 is expressed at low levels at E10.5 and E16.5 and is enriched throughout the stroma at E16.5. (B) Serpinh1 is expressed in the pNC, stroma, and epithelium. At E10.5 it is enriched in the temporal mesenchyme, at E14.5 enriched in the anterior stroma, and E16.5 enriched in the endothelium. (C) Emp1 is expressed in all stages and layers, and enriched in the epithelium at E16.5. (D) Pedf is expressed in all stages and layers and enriched in the posterior cornea at E16.5. Black arrows represent regions of enriched expression. Scale bar: 50 μm.

## Discussion

Corneal development occurs during a critical period when the adjacent presumptive lens and retinal tissues undergo morphogenic changes and gene expression.^5^,^72^ These changes in the ocular environment play a crucial role in directing differentiation of both the NCC- and ectoderm-derived corneal progenitors.^34^,^72^ In this study, we provide the first detailed analysis of the transcriptome profiles of corneal cells during development. We have identified genes that are enriched at E10.5, E14.5, and E16.5, which may respectively be involved in pNC migration and proliferation, differentiation of the corneal layers, and organization of the ECM and cell-cell junctions. We link these data to genes involved in key signaling pathways and transcriptional regulation of cell behavior.

NCC contribution to the corneal endothelium and stromal keratocytes comprises the largest proportion of the cornea.^5^ Due to their dynamic and multipotential characteristics, NCCs are primed to respond to new signals from surrounding environments during their migration from the neural tube and aggregation into the periocular region.^73^ A majority of the candidate NCC genes are expressed in the periocular mesenchyme at E10.5, which could be important for maintenance of multipotency, which is required for subsequent differentiation into various ocular tissues, including the cornea, iris, and the orbital bones and cartilage.^74^,^75^ Consistent with this observation, our data revealed progressive downregulation of the NCC genes, such as *Sox9* and *Sox10*, which are involved in chondrogenesis and neural differentiation, respectively.^76^,^77^ The NCC genes that were expressed in the cornea, such as *Snai2* and *Twist1*, may either maintain their roles or take on different functions during differentiation. Twist1 is involved in craniofacial development and is an inhibitor of Sox9 and Sox10,^78^–^80^ suggesting a potential role in inhibiting these genes in the cornea.^81^ *Snai2* is sustained in the adult corneal epithelium during wound healing by TGFβ and plays a role in epithelial-mesenchymal transition,^82^ cell proliferation, migration, and differentiation,^83^ but its function in the corneal endothelium and stroma remain unclear.

RA signaling is a major factor during organogenesis of various tissues, including the central nervous system, ear, gut, heart, and the eye.^84^ RA signals in the periocular mesenchyme and presumptive cornea are either autocrine or derived from the ectoderm, optic cup, or lens.^72^,^85^ Our data indicate that both pNC and embryonic corneas have the potential for retinol uptake and RA metabolism, but these processes are strictly regulated. We observed that *Raldh3*, which is expressed in the corneal epithelium,^34^ may be the major source of RA synthesis at E16.5. All cellular RA binding proteins were significantly downregulated at E14.5. This, coupled with elevated expression of *Cyp26a1*, suggests a decrease in RA-mediated signaling. Differential expression of modulators of RA signaling is crucial for proper development of various tissues and organs.^35^ *Cyp26a1* mutant mice exhibit patterning defects in limbs and the central nervous system due to an elevation of RA signaling.^86^ Strong expression of *Cyp26a1* in the corneal epithelium suggests its involvement in moderating the RA signaling to levels that permit cell differentiation. Upregulation of RA metabolizing enzymes *Adh1* and *Adh7*, along with *Crabp1* and *Fabp5*, may represent increased signaling through alternative pathways. Crabp1-RA interaction activates Erk1/2, which triggers a signaling cascade that regulates cell cycle and promotes differentiation.^87^,^88^

TGFβ signaling has been implicated in driving cell migration and differentiation and formation of the collagen ultrastructure during corneal development.^17^,^89^ Our data show elevated *TGFβ2* transcripts concomitant with the formation of the corneal endothelium,^5^ followed by its rapid downregulation. Combined with the previous observation that the corneal endothelium is absent in TGFβ2 knockout mice,^18^ our data suggest that high levels of TGFβ2 are required for its formation. We also observed upregulation of *TGFβ3*, which stimulates matrix assembly in vitro.^90^,^91^ Upregulation of *TGFβR2* is in line with its function as the primary facilitator of TGFβ signaling. *TGFβR2* mutants recapitulate *TGFβ2* knockout mice phenotypes.^89^ In addition, they are unable to phosphorylate Smad2, misexpress Foxc1 and Pitx2, and display abnormal keratocyte differentiation and collagen synthesis.^89^ Canonically, TGFβ interacts with TGFβR2 to recruit and phosphorylate TGFβR1, which activates Smad2/3 signaling.^42^,^92^ Although the downregulation of the interacting partner TGFβR1 was unexpected, TGFβR2 can also form a complex with TGFβR3, which has higher specificity for TGFβ2.^93^,^94^ Combined with the downregulation of Smad2/3 inhibitors, this indicates an increased activity of TGFβ signaling. Along with the induction of *lumican* and *keratocan*,^18^ TGFβ signaling may mark the transition from highly proliferative pNC toward induced differentiation. Our data also show upregulation of *Aebp1* and *Creb3l1*, which are important for collagen synthesis.^47^,^48^ These genes may cooperate with other sources of collagen synthesis and maturation, such as *Bmp3* and *Bmp1*.^95^,^96^

The Wnt/β-catenin pathway is required for the proper development of the cornea.^19^,^97^,^98^ During mouse corneal development, Wnt ligands are expressed throughout the presumptive epithelium.^56^ Increased expression of *Wntless* and *Porc* indicate that Wnt signaling may also exert paracrine effects to the stroma. This is supported by reports of expression of Fzd receptors and activation of Wnt signaling in the stromal mesenchyme and corneal endothelium.^56^,^99^ Although Wnt ligands were uniformly upregulated, there was a clear distinction in the differential expression of *Fzd. Fzd4* and *Fzd10* are associated with the Wnt/β-catenin pathway, whereas *Fzd3* and *Fzd6* are involved in the Wnt/PCP pathway.^100^–^103^ *Fzd4* is required for retinal angiogenesis and implicated in corneal neovascularization.^104^,^105^ *Fzd3* is involved in neural crest induction and migration.^106^–^108^ Reduced expression of *Fzd4* and *Fzd3* and upregulation of *Fzd10* and *Fzd6* may be required for corneal cell differentiation and avascularity.^100^–^103^,^109^–^111^ Despite upregulation of Wnt ligands and receptors, our data suggest that Wnt/β-catenin signaling is inhibited at multiple levels. This complements previous observations that active Wnt/β-catenin signaling is absent in the corneal epithelium at E14.5 and E16.5, and it is progressively reduced in the stroma until postnatal day 3.^99^ This downregulation is critical for proper development of the cornea.^19^,^97^,^98^ In contrast, our data suggest that noncanonical Wnt pathways are upregulated. The Wnt/PCP and Wnt/Ca pathways have been studied during the formation of the eye field and retinogenesis,^112^ but their roles in the cornea are not clear. Our data indicate an increase in the components of the Wnt/PCP pathway, including *Wnt4*, *Wnt5a*, and *Fzd6*.^100^,^113^,^114^ In adults, the Wnt/PCP pathway is important for corneal homeostasis and also guides directional migration of epithelial cells during wound healing.^110^ Wnt/PCP signaling is also involved in cell differentiation, collagen orientation, cell alignment, and axon guidance,^115^–^117^ all of which are required for proper corneal development.

Our data suggest multiple novel connections between the RA, TGFβ, and Wnt signaling pathways. It is well established that the RA induction of *Pitx2* suppresses Wnt signaling through upregulation of *Dkk2*,^97^,^118^ and we also observe this pattern. In addition, misregulation of either Wnt or TGFβ greatly impacts Pitx2 levels, suggesting that the different pathways interact for proper signaling control.^89^,^97^ Potential crosstalk is observed in the upregulation of genes associated with RA signaling (*Sox6* and *Hic1*), which suppress Wnt signaling.^119^–^123^ The Wnt activating genes (*Prrx2* and *Hmga2*) are upregulated by TGFβ,^51^,^52^ and we observed that *Hmga2* localizes to the corneal epithelium where Wnt expression is dominant.^56^ *Strap* activates Wnt but represses TGFβ,^124^,^125^ and its downregulation may play an important role in balancing these pathways. Our data indicate that the reduction in proliferation occurs at E14.5 and progresses during corneal development. It is likely the RA and TGFβ pathways modulate the cell proliferation promoted by Wnt signaling, which may occur through regulation of *Lin28*, *C-myc*, *Id2*, and *Id3*.^45^,^97^,^126^–^129^ Proper regulation of Wnt signaling is crucial, as gain of function in epithelial β-catenin and DKK mutants show increased proliferation, impaired differentiation, and reduced ECM in the epithelium and stroma.^97^,^98^,^130^,^131^ This arrangement may change in the postnatal cornea as the epithelium undergoes stratification.^7^ 

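Between E14.5 and E16.5, edgeR found 16 of the 20 cell cycle genes of Table 4 lower and 1 higher, and the recomputed NOISeq criterion 14 lower and 1 higher. Against E10.5, NOISeq gave 10 lower genes at E14.5 and 19 at E16.5.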

Verification of these associations during corneal development will require additional studies.

The expression of ECM proteins is abundant and critical for the coordinated fibrillogenesis of the cornea. The absence of either collagens or regulatory proteoglycans causes dysfunctional fibrillogenesis and corneal opacity.^10^,^132^ Our results confirm a high expression of transcripts and upregulation of well-known corneal ECM proteins, including decorin, lumican, keratocan, and collagen I. Interestingly, several of the downregulated genes (*Vtn*, *Vcan*, *Has2*, and *Tgfbi*) are involved in neural crest induction and migration.^133^–^137^ Several matricellular genes are upregulated at E14.5 and downregulated at E16.5 (*Fbln2*, *Spp1*, and *Ecm1*), suggesting that they are required for cell migration, differentiation, or the initial organization of the corneal ECM. Upregulation of matrix remodeling genes from the cathepsin, matrix metalloproteinase, and a disintegrin and metalloproteinase families may be required for cellular positioning and collagen alignment, which are crucial for establishing a lattice structure and transparency.^138^–^140^ Genes that regulate cell junctions follow a similar trajectory and may be important for intercellular communications and establishing the epithelial and endothelial barrier.^141^ This coincides with genes that regulate epithelial differentiation and elevation of epithelial markers, suggesting that the maturation and function of the epithelium develop simultaneously.^142^,^143^ Interestingly, our data indicate that epithelial genes, such as *Emp1*, *Gsto1*, *Gsta4*, and *Glut1*, are also expressed in the pNC. This could indicate the epithelial origin of the pNC or a functional role in the mesenchyme. Some epithelial genes, such as *Slurp1* and *Psca*, are not expressed at E14.5 and E16.5, indicating that they are required at later stages of corneal development and are involved in maintenance of the epithelial layer.^144^–^146^

Cross talk between the ECM and resident cells is mediated through cellular receptors, mostly composed of integrins. Itga3b1 and Itga11b1 are required for collagen deposition and matrix assembly.^147^,^148^ ItgaVb1 and ItgaVb5 may affect neural guidance^149^ or interact with latent TGFβ, which may affect ECM assembly.^150^,^151^ Itga4b1, Itga8b1, and Itga9b1 are receptors for fibronectin, and they mediate cell adhesion and migration.^152^–^155^ Their downregulation implies reduced motility. Upregulation of *Ddr1*, which is regulated by collagen, may provide a feedback mechanism to retain high activity of matrix remodeling genes.^156^,^157^ Our data show that both *Agrin* and its receptor *Dag1* are upregulated in the cornea.^158^ Misregulation of either Agrin or Dag1 causes similar corneal defects, suggesting they may interact during corneal development.^158^–^161^

Angiogenesis and neurogenesis are two closely related processes that require intricate orchestration of signals to generate a highly innervated yet avascular cornea. Our previous studies indicated that these two processes are separated during early corneal development.^162^,^163^ Our data reveal that multiple factors common to neurovascular patterning were highly expressed or upregulated concomitantly with antiangiogenic factors. This includes the class 3 semaphorins (Sema3A, Sema3C, and Sema3F) that we studied.^162^–^166^ We also observed upregulation of an extremely potent antiangiogenic factor, *Pedf*, and its receptor *Plxdc2*.^167^ 

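*Sema3c* (Entrez Gene 20348, chromosome 5, 17574816 to 17730268) rose from a mean FPKM of 5.67 ± 1.02 at E10.5 to 43.1 ± 20.9 at E14.5 and 81.1 ± 1.43 at E16.5, with a log2 fold change at E16.5 of 3.99 (standard error 0.29, edgeR, Benjamini-Hochberg adjusted p = 8.3e-07). *Sema3f* (Entrez Gene 20350, chromosome 9, 107681499 to 107710475) rose from 28.2 ± 2.84 to 91.5 ± 15.4 and 132 ± 2.15, with 2.38 (standard error 0.13, edgeR, Benjamini-Hochberg adjusted p = 1.4e-07) at E16.5. *Sema3a* lay close to the fold-change minimum, with 1.04 (standard error 0.09, edgeR, Benjamini-Hochberg adjusted p = 4.3e-06) at E14.5 and 0.97 (standard error 0.09, edgeR, Benjamini-Hochberg adjusted p = 2.7e-06) at E16.5, and with limma on log2(FPKM + 1) its change at E14.5 rounded to 1.00 and no longer passed it. *Serpinf1* (*Pedf*, Entrez Gene 20317, chromosome 11, 75410029 to 75422623) had a mean FPKM of 70.0 ± 5.78 at E10.5, 92.1 ± 10.1 at E14.5 and 189 ± 12.9 at E16.5. It passed the minimum at E16.5, with 1.58 (standard error 0.11, edgeR, Benjamini-Hochberg adjusted p = 6.8e-07), and not at E14.5, with 0.38. *Plxdc2* rose from 5.21 ± 0.741 to 45.6 ± 1.13 at E16.5, with log2 fold changes of 2.14 and 3.28 at E14.5 and E16.5 against E10.5.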

Pedf protects against neovascularization in disease and wound healing in the retina and cornea,^71^,^168^–^170^ and it is likely to play a similar role during corneal development.

## Conclusions

Here, we report the first transcriptome analysis of the early development of the mouse cornea. Our data identify a large number of differentially regulated genes during corneal development. We describe the genetic landscape of corneal morphogenesis and provide novel insights of how cross talk between the RA, Wnt, and TGFβ pathways regulates transcription factors involved in cell migration, proliferation, and differentiation. This data will serve as a valuable resource for identifying novel genes essential for corneal development and potential targets for corneal therapies.

## Supplementary Material

Supplement 1 Click here for additional data file.

Supplement 2 Click here for additional data file.

# Supplementary material for: Transformation of the Transcriptomic Profile of Mouse Periocular Mesenchyme During Formation of the Embryonic Cornea
**Source:** Invest Ophthalmol Vis Sci. 2019 Feb;60(2):661–76. doi: 10.1167/iovs.18-26018
**Supplement:** Supplement 1

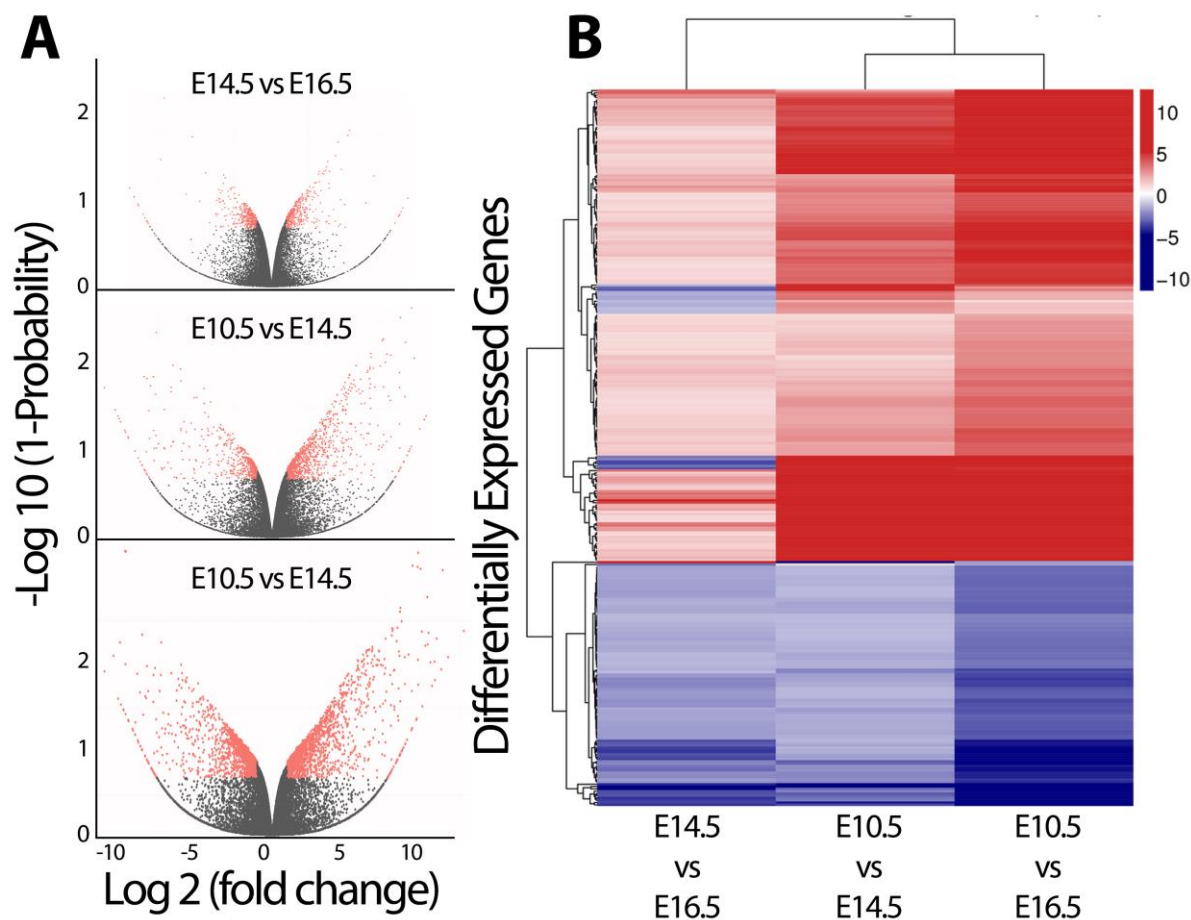

**Supplementary Figure S1.** Identification of DEGs and hierarchical analysis. (A) DEGs in red, are calculated based on a probability  $\geq 0.8$  and  $|\log_2 \text{fold change}| \geq 1$ . (B) Hierarchical clustering analysis identifies similar gene expression patterns between the three developmental stages. Color code is based on z-score indicating red (upregulated) and blue (downregulated).

How the deposited data were processed for this re-analysis (not part of the article)

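The RNA-Seq data cover 9 samples of wild-type C57/B6 mouse embryos, 3 per stage. As described in the methods, the authors pooled the periocular mesenchyme of 26 eyes for each E10.5 sample and 18 or 12 corneas for each E14.5 or E16.5 sample. At E10.5 they treated the tissue with dispase and removed the ectoderm, lens vesicle and optic cup. Libraries were sequenced on an Illumina HiSeq instrument. The authors removed reads with adaptors, reads with more than 10% unknown bases and reads of low quality, and mapped the rest to reference genes with Bowtie 2 and to GRCm38 with HISAT. They quantified genes with RSEM, and each deposited sample holds an expected count per gene, which is an estimate and not normalized. The deposited FPKM values were made by the authors with RSEM, which scales the fragments of a gene to its transcript length and to the total of mapped fragments of the sample. The versions of these tools are not named in the paper's text. Only genes with an estimate above 0 are listed, the lowest FPKM being 0.01, and a gene missing from a sample was taken as 0 in it.
Stages and replicate numbers were taken from the sample labels. Genes were matched by Entrez Gene identifier to RefSeq genes of GRCm38, from which symbols and coordinates were taken. Totals of expected counts ran from 8745161 to 9069023 per sample, and more than 3 counts were asked of a gene before it was treated as a signal. Counting error is therefore small for all but rare transcripts, and the precision of a stage mean is set mostly by the spread of its 3 samples.
Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, genes were filtered with filterByExpr by stage, and libraries were scaled with TMM. A single quasi-likelihood model of stage was fitted to all 9 samples, and the 3 pairs of stages were compared as contrasts. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change of at least 1. Standard errors were derived from the log2 fold change and the F statistic. Where a stage had no counts for a gene, its log2 fold change has no fixed size.
The NOISeq probability was recomputed from the deposited FPKM in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Zeros were set to 0.01 as in the methods. For each pair of stages, the log2 ratio and the absolute difference of the means were set against those of all pairs of replicates within the stages compared. Genes were called at a probability of at least 0.8 with an absolute log2 ratio of at least 1. The methods do not name the set of genes or the order of the steps, and several versions were tried against the probabilities printed in the paper's supplementary tables. The version kept uses genes listed in at least 1 of the 6 samples compared. It came within 0.00001 of the printed probability for 884 of 885, 882 of 883 and 872 of 876 entries for E10.5 to E14.5, E10.5 to E16.5 and E14.5 to E16.5. This version, and the definition behind the numbers of genes enriched in a single stage, were thus chosen by their closeness to the paper's values.
Expressed genes were those with a mean FPKM of at least 5 in at least 1 stage. Log2 ratios for Tables 1 to 5 were taken from mean FPKM with means under 1 raised to 1. Correlations and principal components used log2(FPKM + 1) of genes with a mean FPKM of at least 1 in some stage. Gene lists were those of the paper's tables and supplementary tables, found by the identifiers printed there. The share of each list among rising genes was compared with that of all other expressed genes by two-sided Fisher's exact tests, adjusted over the 16 tests made.
Genes named in the text are those that the paper names with a direction or as expressed when it reports the RNA-Seq data. To these were added, for each comparison, the 3 genes with the largest rise and the 3 with the largest fall among genes past both edgeR thresholds, with a mean FPKM of at least 5 in either stage and with every sample of one stage above every sample of the other. The rule, the thresholds, the edgeR and NOISeq comparisons, Fisher's exact tests of the matrix genes of Supplementary Tables S7 to S9 as 1 list, and the alternatives were written down before the data were examined. Added after the data had been seen were the NOISeq gene set, the definition of genes enriched in a single stage, Fisher's exact tests of all other gene lists, the alternatives for the counts within those lists, and ratios of means not raised to 1. For the tests of the closing section, this is said at the top of each part.
The replicate numbers that were tried as a block come from the sample labels. Each stage has samples numbered 1, 2 and 3, and the paper does not describe them as paired. The correlation of deviations from the stage means was -0.0164 on average over the 9 pairs of samples with the same number and 0.00917 over the 18 pairs with different numbers, so the block was kept as an alternative.
The fits were tested on simulated counts of 14542 genes of which 200 changed by a log2 size of 2. The changed genes had a mean of at least 10 counts, and all stages were given the same spread. In the data the common dispersion was 0.0394 within E14.5 and 0.00605 within E16.5. The simulation therefore does not test the fits under unequal spread or for changes near the fold-change minimum. The edgeR fit recovered 197 (98.5%) with 2 false calls, and with the replicate block 197 with 1. DESeq2 1.42.0 recovered 193 and limma 3.58.1 on log2(FPKM + 1) recovered 174, at a median size of 1.77. The NOISeq criterion, on simulated values of 14771 genes, recovered 154 of 200, among them all 143 with a mean FPKM of at least 5, with no false call. Its fast form was checked against a direct count on 400 genes and gave the same probabilities.
The alternatives tried were library totals in place of TMM, DESeq2, other filters on low values, fits of only the stages compared, the replicate block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no fold-change minimum, each sample left out in turn, and for NOISeq other zeros, probabilities, gene sets, scaling and noise. Figures were drawn with matplotlib 3.10.9.
Pathway enrichment against KEGG, the total pool of transcription factors, the high-mobility group and Camk2 gene families, and the stainings and other wet-lab measurements were not analysed here. A gene named in the text and 2 marker genes listed at first are not reported here, and the sums, tests and counts of named genes were made without them. Mapping of the reads was not repeated, so the steps up to the expected counts and FPKM are those of the authors.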

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

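All tests of shared replicate order in this part were chosen after the marker sums had been seen, and only the test of granulocyte against red blood cell markers was set beforehand. Marker genes of 8 cell types that the paper does not set out to study had been listed beforehand, and for every one of these sets a signal above 3 counts was found. Values are summed mean FPKM of the markers. To ask whether the amount of such cells may vary between the pooled samples, the order of the 3 replicates was compared across the markers of a set, at the stage with the highest sum, by exact enumeration of Kendall's W, one-sided, with adjustment over the 8 sets. Of these sets the smallest exact p was 5.4e-05 and the largest 0.944. The markers of a set are not independent replicates, so each p describes the 3 samples of that stage. Differences of the sums between stages were not tested.
Red blood cell markers (globin genes, *Alas2* and *Slc4a1*) summed to 6992 at E10.5, 3845 at E14.5 and 2279 at E16.5. At E10.5 they shared a replicate order (Kendall's W 0.827, exact p = 5.4e-05, Benjamini-Hochberg adjusted 4.3e-04), with sums of 7354, 8343 and 5281 in replicates 1, 2 and 3. This is consistent with a varying amount of blood in the dissected tissue. Globin genes can share reads among similar copies, which affects single genes more than the sum.
Endothelial markers (*Cdh5*, *Pecam1*, *Tie1* and *Kdr*) summed to 99.9 at E10.5, 62.4 at E14.5 and 29.2 at E16.5, and the paper lists *Cdh5* and *Tie1* among its tables. At E10.5 all 4 shared one order (Kendall's W 1.00, exact p = 0.00463, Benjamini-Hochberg adjusted 0.0185), with sums of 122, 109 and 68.5, lowest in replicate 3 as for the red blood cell markers. A varying amount of vessel in the pNC samples remains a possible explanation. Vessels also belong to the periocular tissue, so a difference between embryos cannot be told apart from one in dissection.
Macrophage markers (*Csf1r*, *C1qa*, *C1qb*, *C1qc*, *Mrc1* and *Ptprc*) summed to 45.2 at E10.5, 74.3 at E14.5 and 50.9 at E16.5. At E14.5 they shared a replicate order (Kendall's W 0.694, exact p = 0.0120, Benjamini-Hochberg adjusted 0.0319), with sums of 87.5, 67.0 and 68.4. Replicate 1 of E14.5 also stood apart in other ways given under the other observations, so a varying number of these cells could follow from whatever set that sample apart.
Neural retina markers (*Rax*, *Six6* and *Lhx2*) summed to 16.1 at E10.5, 1.20 at E14.5 and 0.633 at E16.5, and the paper lists *Lhx2*. The optic cup had been removed from the E10.5 samples, and some retina left in them may explain the signal. At E10.5 the sums were 19.2, 23.2 and 5.79, and no shared order was detected (Kendall's W 0.778, exact p = 0.194, Benjamini-Hochberg adjusted 0.311), so a varying amount of retina is left open.
Granulocyte markers (*Elane*, *Prtn3*, *Mpo*, *Ctsg*, *Prg2* and *Epx*) summed to 5.61 at E10.5, 54.7 at E14.5 and 2.40 at E16.5, and the paper's tables include *Elane* and *Prg2*. The shared order at E14.5, with sums of 19.3, 71.1 and 73.8, did not pass (Kendall's W 0.528, exact p = 0.0521, Benjamini-Hochberg adjusted 0.104). A further test asked whether these markers follow the red blood cell markers, as circulating blood could make them do. In 5 of the 9 pairs of samples of one stage both sets moved the same way, which does not bear out blood as their common source. Cells resident in the tissue were not tested as another source.
Pigment cell markers (*Tyr*, *Dct*, *Tyrp1*, *Mlana* and *Pmel*) summed to 49.1 at E10.5, 80.6 at E14.5 and 29.0 at E16.5, with E14.5 sums of 58.9, 74.7 and 108 and no shared order (Kendall's W 0.280, exact p = 0.367, Benjamini-Hochberg adjusted 0.420). Skeletal muscle markers (*Myod1*, *Myog*, *Actc1*, *Tnnt3*, *Myl1* and *Mylpf*) summed to 13.4 at E10.5, 1.93 at E14.5 and 2.01 at E16.5, with E10.5 sums of 13.9, 14.9 and 11.4 (Kendall's W 0.438, exact p = 0.273, Benjamini-Hochberg adjusted 0.364). Lens markers (*Cryaa*, *Cryab*, *Crybb1*, *Cryba1*, *Crygd*, *Bfsp1* and *Mip*) summed to 4.64 at E10.5, 34.3 at E14.5 and 50.6 at E16.5, with E16.5 sums of 53.2, 47.2 and 51.3 (Kendall's W 0.111, exact p = 0.944, Benjamini-Hochberg adjusted 0.944). Only 4 of the 6 muscle markers and 3 of the 7 lens markers were ranked for Kendall's W. With so few markers these tests cannot tell a varying amount of such cells from expression by the corneal and periocular cells themselves. No biological explanation was tested for these sets.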

How the results depend on the processing

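The alternatives for the counts within gene lists other than the matrix genes, for ratios of means not raised to 1, and for the NOISeq gene set were chosen after seeing the data, as were the tests on other splits of the samples. For the named genes, 267 log2 fold changes of 142 genes were recomputed under the alternatives, which gave 3952 values. Of these, 3818 kept their direction and their side of the thresholds, 69 became weaker, 44 stronger and 21 changed direction. Of the log2 fold changes, 217 stayed as they were in every alternative that gave a value, 23 became weaker, 23 stronger and 6 reversed in at least 1. Limma on log2(FPKM + 1) made 15 weaker, 3 stronger and 3 reversed. The numbers were 5, 6 and 3 with limma on log2(FPKM + 0.1), and 3, 6 and 2 with library totals in place of TMM. DESeq2 and the filter on a mean FPKM of 5 each made 2 weaker, and fits of only the stages compared made 2 weaker and 1 stronger.
The log2 fold changes that reversed in at least 1 alternative were the following. *Egr1* from E14.5 to E16.5 (-0.80) became 0.28 and 0.33 with limma on log2(FPKM + 1) and log2(FPKM + 0.1). *Gdf10* from E10.5 to E16.5 (0.01) became -0.14 without TMM, -0.014 with the replicate block, and -0.071 and -0.083 with limma. The pairing check beside that block gave a mean correlation of -0.0164 for samples with the same number. *Wif1* in the same comparison (0.03) became -0.12 without TMM and -0.041 and -0.034 with limma. Over the 6 fits that each left out one sample, *Egr1* ranged from -1.37 to 0.58, *Gdf10* from -0.21 to 0.35 and *Wif1* from -0.25 to 0.41 in these comparisons. *Hes6* from E14.5 to E16.5 (-0.03) ranged from -0.11 to 0.034. From E10.5 to E14.5, *Ndrg1* (0.77) ranged from -0.22 to 1.14 and *Wnt16* (1.35) from -0.19 to 1.79, both lowest without E14.5 replicate 1. The cause was not tested.
The numbers of genes past the edgeR thresholds were 2014 up and 1177 down from E10.5 to E14.5, 2862 and 2282 from E10.5 to E16.5, and 924 and 808 from E14.5 to E16.5. They stayed within 1.5 times of these under DESeq2, without a filter on low counts, with library totals, with only the stages compared, with the replicate block, with limma on log2(FPKM + 0.1) and with each sample left out. With at least 10 counts in every sample, the numbers were 1279 up and 597 down at E14.5 against E10.5, and 523 and 513 from E14.5 to E16.5. Among the genes of Table 5, that filter left 5 of 9 falling genes at E14.5 and 7 of 12 at E16.5. With a mean FPKM of at least 5 in some stage, 1271 and 584 genes passed at E14.5 against E10.5, 1429 fell from E10.5 to E16.5, and 565 rose and 501 fell from E14.5 to E16.5. Limma on log2(FPKM + 1) gave 1286 and 736 at E14.5, 1856 up from E10.5 to E16.5, and 501 and 491 from E14.5 to E16.5.
Without the fold-change minimum, edgeR gave 4273 up and 4055 down from E10.5 to E14.5, 5197 and 5119 from E10.5 to E16.5, and 2579 and 2585 from E14.5 to E16.5. In the RA table, 17 genes were then up and 11 down at E14.5, and 17 up at E16.5. The TGFβ table gave 31 up and 25 down at E14.5 and 32 and 32 at E16.5. In the Wnt table, 45 were up and 33 down at E14.5 and 37 down at E16.5. Of the collagen genes 5 were down at E16.5, and of the cell cycle genes of Table 4, 19 were down at E14.5. Apart from these and the falling genes of Table 5, the counts within gene lists, the matrix genes included, stayed within 1.5 times under each alternative that gave a value.
Scaling shifted the log2 fold changes as a whole. Without TMM, the median change over all genes shifted by 0.01 from E10.5 to E14.5, -0.15 from E10.5 to E16.5 and -0.16 from E14.5 to E16.5. The larger number of rising than falling genes at E16.5 held with TMM and not with library totals, where 2503 rose and 2695 fell.
The NOISeq numbers stayed within 1.5 times with other zeros, other gene sets, rescaled FPKM, noise from all stages and no fold-change minimum. Taking every gene listed in any sample gave 3846 genes in any comparison, against 3815. A probability of at least 0.9 lowered them to 332 up and 125 down from E10.5 to E14.5, 762 and 616 from E10.5 to E16.5, 71 and 32 from E14.5 to E16.5, and 1433 in any comparison. From E14.5 to E16.5 the NOISeq numbers ranged from 301 to 665 rising and from 320 to 688 falling genes over the 6 fits that each left out one sample, the highest without E14.5 replicate 1.
At a mean FPKM of at least 1, 29 NCC genes were expressed at E16.5 against 19. The mean correlation within stages exceeded that between stages by 0.116, by 0.142 with a pseudocount of 0.1, by 0.0644 without a filter on low values, and by 0.104 to 0.132 with each sample left out. It stayed above 0 in each of these. With means not raised to 1, 19 of the 40 genes of Table 1 gave the listed ratios. For means of FPKM, 13 of 240 values moved by more than 1 SD, all with FPKM rescaled by TMM factors. The cause of the changes in these numbers was not tested.
The 6 samples of a comparison can be split in 10 ways, of which 4 part all samples with the same number. For each comparison, by edgeR and by NOISeq, 1 of those 4 splits, the real one, gave as many genes, and the same held for the rising matrix genes at E14.5 and at E16.5. With 3 samples against 3 no such share can fall under 0.05, so these counts cannot rule out a grouping by chance. The other 9 splits, which mix the stages and part all or some of the same-numbered samples, gave 0 genes past the edgeR thresholds in each comparison. At an unadjusted p under 0.05 they gave 127 to 890 genes for E10.5 to E14.5, 32 to 119 for E10.5 to E16.5 and 96 to 1703 for E14.5 to E16.5. The real splits gave 9040, 10623 and 6641. By NOISeq the other splits gave at most 50, 4 and 83 genes.
Depth limits genes found in a single stage, most of which lie near the detection limit. Genes without counts in a stage have no fixed fold change.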

Differences from the paper's values

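No test was run in this part, and 1 of the alternatives named here, ratios of means not raised to 1, was chosen after seeing the values. By the NOISeq criterion of the methods, 1695 genes rose from E10.5 to E16.5 where the paper counts 1696, and the other numbers of genes per comparison and direction were those of the paper. By edgeR the numbers were larger. From E10.5 to E14.5, edgeR called 2014 genes up and 1177 down, against the paper's 943 and 536. From E14.5 to E16.5 it called 924 up and 808 down, against the paper's 381 and 402. Of the alternatives set before the data were examined, 3 closed these gaps to within 1.5 times. They gave 1279 and 597, then 523 and 513, with at least 10 counts in every sample. A mean FPKM of at least 5 gave 1271 and 584, then 565 and 501. Limma on log2(FPKM + 1) gave 1286 and 736, then 501 and 491. The other alternatives (library totals, DESeq2, no filter, only the stages compared, the replicate block, limma on log2(FPKM + 0.1), no fold-change minimum and each sample left out) did not.
From E10.5 to E16.5, edgeR called 2862 genes up against the paper's 1696. This gap closed with library totals (2503), at least 10 counts in every sample (2022), a mean FPKM of at least 5 (1917), and limma on log2(FPKM + 1) (1856) or log2(FPKM + 0.1) (2482), and not with the other alternatives.
Genes detected at E10.5 and E16.5 but not at E14.5 numbered 259, against about 480 in Fig. 1B, read by eye. Genes detected at E14.5 and E16.5 but not at E10.5 numbered 476, against about 260 in Fig. 1B, read by eye. The first gap closed only without E14.5 replicate 1, 2 or 3 (424, 397 and 387), and the second only without E14.5 replicate 1 (372). Each value from the files lies near the figure's value for the other pair of stages.
In Tables 2 and 3, ratios of mean FPKM with means under 1 raised to 1 differed for some genes, and with means not raised, an alternative chosen after seeing the values, each came within rounding of the paper's value. None of the alternatives set before the data were examined applied to these ratios. In Table 2 they were 4.43 for *Itgb4* from E10.5 to E14.5 (the paper's value 5.94, not raised 5.94), 5.85 for *Itgb4* from E10.5 to E16.5 (the paper's value 7.36, not raised 7.36), -2.52 for *Itga8* from E10.5 to E16.5 (the paper's value -3.30, not raised -3.30) and -0.27 for *Itga8* from E14.5 to E16.5 (the paper's value -1.05, not raised -1.05). In Table 3, from E10.5 to E14.5, they included 2.01 for *Krt6a* (the paper's value 5.15, not raised 5.15), 0.00 for *Krt13* (the paper's value 3.17, not raised 3.17) and 1.86 for *Krt1* (the paper's value 3.39, not raised 3.39). The ratios of *Krt12* and *Klf5*, with E10.5 means of 0.383 and 0.773 that were raised, also differed in this comparison. From E10.5 to E16.5 they were 9.54 for *Krt12* (the paper's value 10.92, not raised 10.92), 7.18 for *Krt6a* (the paper's value 10.33, not raised 10.33), 3.35 for *Krt13* (the paper's value 10.00, not raised 10.00), 2.61 for *Krt1* (the paper's value 4.14, not raised 4.14) and 5.78 for *Klf5* (the paper's value 6.15, not raised 6.15). From E14.5 to E16.5 the ratio was 3.35 for *Krt13* (the paper's value 6.83, not raised 6.83).
In Table 5, 6 genes differed, with log2 ratios given here from E10.5 to E14.5, from E10.5 to E16.5 and from E14.5 to E16.5. *Hif3a* had 0.87, 3.19 and 2.33 (the paper's values 2.33, -3.02 and -5.35), *Rnh1* had 1.09, 1.75 and 0.66 (the paper's values 0.66, -6.02 and -6.68) and *Hif1a* had 0.27, 0.033 and -0.24 (the paper's values -0.24, -5.60 and -5.37). *Hyou1* had -0.15, -0.87 and -0.71 (the paper's values -0.71, -5.49 and -4.77), *Hilpda* had -0.58, -0.31 and 0.27 (the paper's values 0.27, -3.27 and -3.54) and *Ang* had 1.52, 1.94 and 0.42 (the paper's values 0.42, -1.62 and -2.03). Neither setting for low means closed these gaps, and none of the alternatives set before the data were examined applied to them.
In Supplementary Table S5, *Fzd6* has mean FPKM values of 33.9, 37.2 and 20.0 at E10.5, E14.5 and E16.5 as the paper's values, and the deposited values gave 3.74, 20.4 and 53.5. Rescaled by TMM factors they were 3.62, 19.5 and 57.5, which did not close the gap. The table has a second entry named *Wnt2b* with the paper's values 0.790, 39.0 and 19.7. For *Wnt2b* the deposited values gave 4.41, 11.9 and 4.77, and 4.27, 11.5 and 5.13 after rescaling. The identifier printed beside that entry is that of *Wnt2*, whose deposited mean FPKM values were 0.790, 39.0 and 19.7. The entry thus holds the values of *Wnt2* under another name, and no gap remained for it.
In reporting the RNA-Seq data, the paper makes 150 statements of a rise, a fall, constancy or no expression. Of these, 138 were met by the edgeR thresholds and 142 by the NOISeq criterion. A rise or fall without a named stage was met if any comparison passed that way and none against E10.5 passed the other way. Where a stage was named, a comparison with that stage had to pass. Constancy was met if neither comparison against E10.5 passed. No expression was met by a mean FPKM under 5 at every stage, whatever the calls. *Foxd3*, *Gbx2* and *Rxrg* were met in this way although edgeR called them changed. *Prrx2*, *Bambi*, *Strap* and *Myc* are stated under both TGFβ and Wnt signaling and were counted in each. By edgeR, the falls that the paper states for *Tgfbr1*, *Strap*, *Cdk2* and *Fzd2* stayed under the fold-change minimum, with log2 fold changes of -0.86, -0.98, -0.84 and -0.93 at E16.5 against E10.5. *Hes6*, stated as lower at E16.5, had -0.03 against E14.5 and -0.90 against E10.5. *Zeb2*, stated as constant, rose by 1.12 at E16.5. By neither method did *Egr1* and *Btbd11*, stated as lower at E16.5, pass the thresholds in that direction (-0.80 and -0.39 from E14.5 to E16.5), nor did *Fzd3* and *Fzd4*, stated as lower at E14.5 (-0.91 and -0.98), or *Tjp1*, stated as higher (0.97 at E14.5). Against E10.5, NOISeq called *Egr1* and *Btbd11* higher at both cornea stages, and edgeR called *Btbd11* higher at both. At E16.5 *Fzd3* and *Fzd4* passed as lower than at E10.5 by both methods. By NOISeq alone, *Tgfb3*, *Smad7* and *Gdf10* did not meet the stated direction. Their edgeR log2 fold changes were 1.02 at E14.5, -1.10 at E16.5 and 1.11 at E14.5 against E10.5.
The NCC genes expressed at E16.5 numbered 19, and the paper states a number lower by 1. *Myc* (*C-myc*) was among the 19, with a mean FPKM of 5.42 at E16.5. The legend of Fig. 2 states that its expression at that stage is excluded, which would account for the difference. Fig. 6A and the text give the numbers of upregulated transcription factor genes marked for TGFβ and for Wnt signaling the other way around from Supplementary Table S6, in which 74 carry a mark for TGFβ and 65 for Wnt.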

Other observations

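The tests of epithelium, of the mix of sexes, of the numbers of genes with and without TMM and of the most abundant genes were set before their results were seen, and all others in this part were chosen only after.
Replicate 1 of E14.5 stood apart from the other E14.5 samples, and 4 explanations were tested. With genes that differ between E14.5 and E16.5 chosen without the sample tested, its median position was 0.517 on a scale from the other E14.5 replicates (0) to E16.5 (1), over 1231 genes. Replicates 2 and 3 lay at -0.341 and -0.197 by the same measure. The embryonic globins, which give way to other globins during this period, made up 2.79% of all globin FPKM in it, against 22.6% and 18.6% in replicates 2 and 3. This share was 73.6% to 73.9% at E10.5 and 0.158% to 0.300% at E16.5. The position and the globins are consistent with somewhat older embryos in that pool. RNA of E16.5 corneas mixed into the sample is a candidate explanation as well. The mixed share was 0.442 by rising and 0.514 by falling genes, a ratio of 1.16, which a sample of older embryos could give too. The paper's Supplementary Table S1 also gives this sample the lowest share of reads mapped to genes, 73.9%, against 77.3% to 79.5% in the others. Age, mixing and a difference in the library cannot be told apart with these data.
The pools may differ in their mix of male and female embryos. In 1 stage, E16.5, *Xist* and the summed Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) differed by more than 2-fold in opposite directions. There *Xist* had FPKM values of 83.9, 29.1 and 83.3 in replicates 1, 2 and 3, and the Y-linked genes summed to 34.2, 55.5 and 27.2. At E10.5 *Xist* was at 71.3, 117 and 72.2 and the Y-linked sum at 31.4, 8.74 and 39.4. At E14.5 *Xist* was at 105, 69.9 and 0.2, and the Y-linked sum at 40.0, 42.0 and 62.0. The near absence of *Xist* from E14.5 replicate 3 would follow from a pool without female embryos, which was not tested further. Sex was not part of the design, and its effect on other genes was not tested.
From E10.5 to E16.5, more genes fell than rose by the NOISeq criterion, with a ratio of rising to falling genes of 0.882. With FPKM rescaled by TMM factors the ratio was 1.28, and from E14.5 to E16.5 it changed from 0.948 to 1.59. The 50 most abundant genes of each stage, 84 in all, held 11.0%, 12.7% and 19.4% of the counts at E10.5, E14.5 and E16.5. With totals taken without these genes, the ratio from E10.5 to E16.5 was 1.26. The excess of falling genes thus depends on the scaling. Each rescaling multiplies all genes of a sample alike, so the balance had to move with it. These ratios therefore cannot tell whether totals dominated by highly expressed genes at E16.5 are the cause. Values per cell were not measured, so which balance holds for the cells is not settled.
The number of genes that differ between E10.5 and E16.5 did not depend on that scaling to the same degree. The numbers of rising and of falling genes by edgeR changed by at most 1.18 times without TMM, less than the 1.5 times set beforehand, so by this test a few abundant genes do not account for the larger number at E16.5.
Of 5 epithelium markers (*Epcam*, *Cdh1*, *Krt5*, *Krt8* and *Krt18*), 0 had a mean FPKM under 1 at E10.5, 4 were up at both cornea stages by edgeR, and 1 stayed within 2-fold. Epithelium present only in the cornea samples could explain part of the rise of such genes, but the markers were neither absent from the pNC samples nor at similar levels. Epithelium in the cornea samples and changes within the neural crest-derived cells cannot be told apart from whole-tissue values.
Among the genes that edgeR called and NOISeq did not between E10.5 and E14.5, 81.5% had a mean FPKM under 5 in both stages. Low expression is thus a candidate explanation for the larger numbers by edgeR, since the NOISeq probability also weighs the size of the difference in FPKM.
Table 5 has 40 entries, of which 7 differ from the deposited values, *Hif3a* being entered more than once. In all 7 of these, and in none of the others, the first column of ratios equals the log2 ratio from E14.5 to E16.5 of the deposited values. Values placed in another column may explain that column. For *Hif3a*, *Hif1a*, *Hyou1* and *Hilpda*, the other columns equal minus the log2 mean FPKM at E14.5 and at E16.5, within rounding. For *Hif1a* these were -5.60 and -5.37. For *Rnh1* (-6.14 and -6.80) and *Ang* (-2.22 and -2.64) they differ from the paper's values, so those columns were not explained.
In the family of 16 Fisher's exact tests on gene lists, the Wnt table also held a higher share of rising genes than the other expressed genes. At E14.5 the shares were 27.7% and 11.3% (two-sided Fisher's exact test, odds ratio 3.01, p = 5.6e-06, Benjamini-Hochberg adjusted 1.1e-05), and at E16.5 29.7% and 17.1% (exact p = 0.00203, adjusted 0.00271, odds ratio 2.05). For the RA table no difference was detected at E14.5 (odds ratio 1.81, exact p = 0.188, adjusted 0.215) or at E16.5 (odds ratio 1.55, exact p = 0.273, adjusted 0.273). Each rests on the calls from 3 samples per stage, and genes of a pathway are not independent, so the tests describe the tables. The tables come from the paper's report on these same samples, so their genes may have been chosen partly for their change.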
